# Inhibition of mitochondrial respiration under hypoxia and increased antioxidant activity after reoxygenation of *Tribolium castaneum*

**DOI:** 10.1371/journal.pone.0199056

**Published:** 2018-06-14

**Authors:** Lei Wang, Sufen Cui, Zhicheng Liu, Yong Ping, Jiangping Qiu, Xueqing Geng

## Abstract

Regulating the air in low-oxygen environments protects hermetically stored grains from storage pests damage. However, pests that can tolerate hypoxic stress pose a huge challenge in terms of grain storage. We used various biological approaches to determine the fundamental mechanisms of *Tribolium castaneum* to cope with hypoxia. Our results indicated that limiting the available oxygen to *T*. *castaneum* increased glycolysis and inhibited the Krebs cycle, and that accumulated pyruvic acid was preferentially converted to lactic acid via anaerobic metabolism. Mitochondrial aerobic respiration was markedly suppressed for beetles under hypoxia, which also might have led to mitochondrial autophagy. The enzymatic activity of citrate synthase decreased in insects under hypoxia but recovered within 12 h, which suggested that the beetles recovered from the hypoxia. Moreover, hypoxia-reperfusion resulted in severe oxidative damage to insects, and antioxidant levels increased to defend against the high level of reactive oxygen species. In conclusion, our findings show that mitochondria were the main target in *T*. *castaneum* in response to low oxygen. The beetles under hypoxia inhibited mitochondrial respiration and increased antioxidant activity after reoxygenation. Our research advances the field of pest control and makes it possible to develop more efficient strategies for hermetic storage.

## Introduction

Oxygen is essential for aerobic life to maintain normal energy production and homeostasis. Hypoxia, defined as a pathological condition in which the body or a part of the body is deprived of an adequate supply of oxygen, can have severe consequences for organisms [1]. It damages lipids, inhibits protein synthesis [2], and increases oxidative damage caused by reactive oxygen species (ROS) [3].

In recent years, studies on hypoxia/anoxia tolerance in insects have made great progress [4–9]. For example, *Manduca sexta* survives more than 24 h of anoxia, whereas *Locusta migratoria* recovers from 4 h of pure nitrogen anoxia [10]. Severe hypoxia also results in a decrease in ATP and production of lactate in larvae of the confamilial tiger beetle (Coleoptera: Cicindelidae) [11, 12]. The alder leaf beetle (*Agelastica alni* L.) survives 10 h of anoxia and recovers within 90 min [13]. The molecular mechanisms of adaptation and/or resistance to hypoxia have also been explored in *Drosophila melanogaster* [14, 15]. Fruit flies respond to hypoxia by limiting their energy demands, maintaining a balance between oxygen concentration and energy consumption. Limited ATP inhibits macromolecular synthesis, resulting in developmental delays and reductions in body size and weight [16, 17]. Many genes involved in cellular respiration and metabolism are downregulated during hypoxia of a long duration [18]. It is interesting that these genes principally encode lipid β-oxidation enzymes, respiratory chain complexes, and enzymes involved in the tricarboxylic acid (TCA) cycle [14]. Mitochondrial genes and translational regulators involved in hypoxia have been identified using an unbiased genome-wide RNA interference (RNAi) screen [19]. Specifically, hypoxia-selected flies display rearrangements in the mitochondrial ultrastructure. A few regions devoid of cristae are observed in the hypoxic mitochondria. These mitochondria have small and fractured cristae, and a dense core appears in the degenerated cristae. These results suggest that hypoxia can result in severe damage to the mitochondria of insects.

The hypoxia-inducible transcription factor (HIF), a member of the basic helix-loop-helix family of proteins that is a heterodimeric protein composed of alpha and beta subunits, is a critical regulator of cellular and systemic responses to hypoxia. HIF is induced when cells or tissues are exposed to low oxygen levels and regulates downstream genes to adapt or resist environmental hypoxia [20, 21]. Research on various species has illustrated that HIF is a ubiquitous and global regulator in response to hypoxia. The HIF pathway transduces decreased oxygen into changes in genetic activity and proteic functions in a conserved manner, from insects to nematodes to mammals [22]. However, whereas much information is available on the genetics of hypoxia in *D*. *melanogaster* and *C*. *elegans*, the molecular mechanisms of resistance to hypoxia in storage pests remain largely unknown.

The red flour beetle, *Tribolium castaneum* (Coleoptera: Tenebrionidae), is a major global pest of cereal products and stored grains [23]. Hermetic storage is widely used to protect grains from storage pests damage. Dry food crops are stored in air-tight facilities under conditions of hypoxia and/or hypercapnia to reduce metabolic activity and prevent the development of insects. However, storage pests that can tolerate hypoxia pose a challenge for long-term grain storage. More than 50% of red flour beetles can survive under hypoxia (0.5% oxygen) for eight days [24]. Several tortricid species in grain feeding can survive more than 120 days in hypoxic environments [25]. When subjected to hypoxia, *Tenebrio molitor* displays slower growth rate, higher mortality, more molting, and higher percentage of females to males than those under normoxic condition [26, 27]. Given that highly efficient RNAi technology and powerful molecular tools are widely used with *T*. *castaneum* larvae, it was particularly appealing to use a high-throughput RNA-seq method to perform global transcriptome analysis of *T*. *castaneum* larvae in response to hypoxia. The RNA-seq results allowed us to identify and functionally annotate a set of hypoxia response genes. Differences in crucial differentially expressed transcripts were validated using quantitative real-time PCR (qRT-PCR). We found that larvae under hypoxic stress enhanced glycolysis and repressed mitochondrial aerobic respiration. Our analysis of the activity of mitochondrial citrate synthase showed that hypoxia resulted in decreased enzymatic activity. The altered mitochondrial function of larvae under hypoxia may affect metabolism, leading to mitochondrial autophagy. In addition, the hypoxia-reperfusion response increased oxidative stress and levels of antioxidative enzymes, including superoxide dismutase (SOD), catalase (CAT), and glutathione-S-transferase (GST). We suggested that oxidative stress induced by reoxygenation can be eliminated by increased antioxidant enzymes in insects. The results from our study will enrich understandings of how beetle pests cope with hypoxic stress and shed light on how to control storage pests in the future.

## Materials and methods

### Insect culture and hypoxia/hypercapnia treatment

The laboratory culture of *T*. *castaneum* (Coleoptera: Tenebrionidae) was kindly donated by the Chinese Academy of Sciences. Insects were reared on whole-grain flour with 5% (w/v) yeast (OXOID, England) under dry and dark conditions (50 ± 2% relative humidity) at 30°C. About 200 adults (three days old) laid eggs in flour for 1 h, and the eggs were collected and transferred to a new diet after separation. Full-grown late-instar larvae (≥ 5 mm in length, 20 days from oviposition) were used in this research. For the hypoxia/hypercapnia treatment, 20 naked last-instar larvae were placed together in a 1-L glass bottle with whole-grain flour with 5% (w/v) yeast. Septum bottles with larvae were connected to the outlet of pressure gauges of gas cylinders via plastic tubing. Premixed gas (2% O_2_ + 18% CO_2_ + 80% N_2_; 10% O_2_ + 10% CO_2_ + 80% N_2_, Hesheng Specialty Gases, Shanghai, China) was delivered to the bottles for 9 s at 70 kPa as measured by a manometer and controlled by a regulator. Then the bottles were immediately tightly sealed with a rubber septum. A headspace analyzer (Checkpoint; Dansensor A/S, Ringsted, Denmark) analyzed the concentrations of O_2_ and CO_2_ inside the bottles to be 2.5 ± 0.2%, 18.0 ± 0.5% and 10.5 ± 0.5%, 10.0 ± 1%, respectively. Twenty control larvae were also transferred into a 1-L glass bottle with whole-grain flour with 5% (w/v) yeast, but the septum was replaced with a cotton ball to allow atmospheric air to diffuse, which maintained concentrations of 20.80 ± 0.02% oxygen and 0 ± 0.00% carbon dioxide.

For assessment of effect of hypoxia/hypercapnia on survival rate of *T*. *castaneum* larvae. After 12, 24, 36, 48, 96 h treatment, the larvae were then incubated under normoxic condition, i.e. ambient air. Three biological repeats of the hypoxic and normoxic groups were performed independently. The larvae were considered dead if they were immobile after being stimulated by sterile needle. Survival rate under various oxygen concentrations of different exposure time were calculated relative to control. One-way analysis of variance (ANOVA) followed by Tukey’s multiple range test (*P* < 0.05) was used for pairwise comparisons of the differences between treatments. To prepare RNA-seq samples, larvae were collected after 12 h of hypoxia/hypercapnia (2% O_2_ + 18% CO_2_ + 80% N_2_) treatment or normoxia treatment, and all samples were immediately frozen in liquid nitrogen for preparation of RNA-seq and qRT-PCR samples.

### RNA extraction, cDNA library preparation, sequence assembly, and annotation

Total instar RNA was extracted by using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and measured the quantity by a NanoDrop spectrophotometer (NanoDrop Technologies). We confirmed the integrity of the RNA integrity by running samples on 1.5% (w/v) agarose gels. Poly (A) mRNA was extracted from total RNA using biotin-oligo (dT) magnetic beads, and then it was sheared into small pieces using an RNA fragmentation kit according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). Random primers and reverse transcriptase were used to synthesize first-strand cDNA. This was followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. These fragments went through an end repair process, the addition of a single A base, and then ligation of the adapters. The ligation products were purified and size-selected by agarose gel electrophoresis. Size-selected fragments were enriched by PCR amplification. The resulting sample library was again purified and size-selected by agarose gel electrophoresis. Then we quantified the final purified products prior to seeding clusters on a flow cell. Equal volumes of hypoxia treatment and normoxia treatment samples were pooled (separately) after cDNA concentrations were adjusted to 10 nM. cDNA sequencing was conducted on a NextSeq 500 platform (Illumina) from Shanghai Personal Biotechnology (Shanghai, China).

High-quality reads were obtained from raw RNA-seq data after the removal of adapter sequences, 5′ and 3′ ends, low-quality bases (Q < 20), and < 25 bp reads. Selected reads were assembled using Trinity (Trinity Software, Plymouth, NH, USA; http://trinitynaseq.sf.net) and clustered with TGICL Clustering tools (Institute for Genomic Research, Rockville, MD, USA). The publicly available databases, NCBI non-redundant (Nr), and Kyoto Encyclopedia of Genes and Genomes (KEGG) were used to perform BLAST analysis to annotate the functions of the assembled unigenes (E cutoff = 10^−5^). The Blast2GO program (http://www.geneontology.org) was used to assign Gene Ontology (GO) annotations to the unigenes.

### qRT-PCR

Genes that were differentially expressed between the normoxia and hypoxia groups were identified based on fragments per kilobase per million mapped reads (FPKM) value, which converted the number of fragments mapped to a transcript according to the total number of fragments mapped to all unigenes and the length of the transcript. The DEseq software was used to analyze count data of the RNA-seq and test for the differential expression of genes. First, the high-quality reads were mapped to unigenes to calculate the number of reads mapped to each unigene. Then the raw read counts were input DEseq software to get the normalized signal for each unigene, and the fold change of unigene expression values. A value of *p* ≤ 0.05, FDR ≤ 0.001 and fold change ≥1.5 provided significance thresholds for gene expression differences. Nine differentially expressed genes in vital hypoxia response pathways with good annotation were selected to validate RNA-seq data using qRT-PCR. The RNA samples were the same ones used for RNA-seq mentioned previously. To prepare qRT-PCR templates, we used 2 μg of RNA to synthesize cDNA with random primers and M-Mulv reverse transcriptase (New England Biolabs, Beverly, MA, USA). qRT-PCR reactions were conducted using Power SYBR Green PCR Master Mix and run on a real-time thermal cycler (Bio-Rad, USA). Briefly, each reaction volume was 20 μL, including 10 μL of Premix Ex Taq, 4 μL of each primer (1 mM), and 2 μL of cDNA (1/100 dilution). The qRT-PCR reaction proceeded at 95°C for 5 min; this was followed by 40 cycles of 95°C for 10 s, 60°C for 20 s, 72°C for 20 s, and 72°C for 5 min; the final step was a melting curve analysis achieved by gradually heating the product from 60°C to 95°C. 18s rRNA was used as the internal reference [28]. The primers for analyzed genes are listed in Table 1. Expression levels were calculated using the comparative C_T_ method. Gene expression patterns were analyzed using the 2^–ΔΔCT^ approach.

**Table 1:** The primers of analyzed genes by qRT-PCR.

Gene	Forward primer 5’-3’	Reverse primer 5’-3’
18S rRNA	ATGGTTGCAAAGCTGAAACT	TCCCGTGTTGAGTCAAATTA
Elongation of very long chain fatty acids protein 7	GCGGGTGGTTCTGGGATT	GGGCGTGAGGCTGTGATG
ATP-binding cassette subfamily C	AAAAGTGTCCAAGAAAGT	CACCCAGAAAGTAATAAA
Heat shock 70kDa protein	ACGAAAATGAAGGAAACC	GTCAAGCCCATAAGCCAA
MAP kinase	GCGGTGGTGGAGGTTCTG	GTGCGTTTCTTTTTGCGG
Dual specificity MAP kinase phosphatase	GTGCTGCCCTTCTTGTAT	GAGGTTTTGATGTCCGTT
Superoxide dismutase	CCATTTCAACCCCTACCT	CACACTGCCATCTTCCTC
Four-jointed box protein 1	GCTTTGTATTCGGTGGAG	TGTATGGAAATCTTGCGT
FJBP	GCAGTTGCGCGTTTTCGT	AGCCCACTCTCGTTGTCC
Alpha-glucosidase	GGTTACAACGATACAGAT	CACTACCATAATAGAGCA
Hexokinase	TGCTCAAAGATGCGATTGAC	GTCAAACATTTCGGCGTTTT
Phosphoglucose isomerase	GTATTCCCTGTGGTCCGCTA	CTGGTCGTAGGGCAAGAGAG
6-phosphofructo-2-kinase	TGCGGTCGATACTCACAGAG	GGCACCCTGTATCAGTCGAT
Fructose 1,6-bisphosphate aldolase	ATCAAGGACCACACTCCCAG	TCTGTGACTTTCTGGCAACG
Glyceraldehyde-3-phosphate dehydrogenase	CTTCAAGGGCGAAGTCAAAG	AGGCTTTTTCAATGGTGGTG
Phosphoglycerate kinase	GAAGCAAAACAACGTGCAAA	GCCCGTTCCACACTATCACT
Phosphoglycerate mutase	GCAAATCTCAGCGAAAAAGG	GGGCGCGTGTTAATACTGAT
Enolase	AGCCGCCTCTGAGTTTTACA	GAAGGGATCCTCAATGGACA
Pyruvate kinase	GTAAAGCTGCAGAAGGTGCC	CCCGTCGTCGTAATCAGAAT
L-lactate dehydrogenase	TGCTTATTGACTGCGTGGAG	TTGGACTAAATCCAGACGGG
Pyruvate dehydrogenase	CCGCACTCATGAAGAAGTCA	TTGCACTTGGCTACAGCATC
Aconitate hydratase	GGCACGGTGGACATAGACTT	CCAACTTGACGAACCCAACT
Isocitrate dehydrogenase	GACCAACACCACTGTCAACG	AGGATGTCGACAACAGGTCC
Succinyl-CoA synthetase	CCCAAGTCGGTTTAGGTCAA	CGCATTAGGCCCAGTATTGT
Succinate dehydrogenase	GTTCAAGGTGGCCAAAGGTA	GGCATTCAAATCGACCTTGT
Fumarate hydratase	GTGGAAATCCAAAACACGCT	CGAACTTCATCTGCTGGACA
Malate dehydrogenase	CCCACCAATTACGCAAGTCT	ACGTCGACGGTAGTTATGCC

### Measurement of the activity of detoxification enzymes and oxidative damage

To prepare the samples, we subjected new batches of larvae to 12 h of hypoxia treatment. The hypoxia groups were then returned to normoxia for recovery. Twenty larvae were collected at 0, 6, 12, or 24 h and used as the treatment group. And twenty untreated larvae from the same batch larvae were used as the control groups. The activities of SOD, CAT, and GST activities and malondialdehyde (MDA) concentrations were determined in both treated and untreated groups. Three biological replicates were performed. To prepare the protein samples, we homogenized the larvae in 1 mL of ice-cold PBS and centrifuged at 10,000 *g* for 15 min at 4°C. The supernatant was used for protein quantification by Bradford assays.

SOD activity was determined as the suppression of the reduction rate of nitroblue tetrazolium (NBT). In brief, an 80 μL sample was mixed with 20 μL of xanthine oxidase solution (10 mg bovine albumin, 100 μL xanthine oxidase dissolved in 2 mL PBS) and 500 μL of reaction solution (70 μM NBT, 125 μM xanthine). The mixture was monitored at an absorbance of 560 nm for 15 min using an Epoch Microplate spectroscopy system (BioTek Instruments, Winooski, VT, USA). Three replicates were performed. SOD activity was presented as the difference in absorbance between the mixture and the blank.

CAT activity was estimated as the decomposition rate of hydrogen peroxide (H_2_O_2_) [29]. Samples were diluted 100 times with PB solution (0.05 M, pH 7.5). Then 1 mL diluted samples were added into quartz cuvettes and mixed with 500 μL of 1% H_2_O_2_. The mixture was placed on a spectrophotometer and a record made every 30 s for 10 min at an absorbance of 240 nm. The resultant absorbance plot displayed an exponential decay curve. Three replicates were performed. CAT activity was calculated using the following formulas: k = 1/300 × (lnA_3_/A_8_) (A_3_ = absorbance at 3 min, A_8_ = absorbance at 8 min), k_total/mL_ = k/sample volume, and k/mg = k_total/mL/mg_ protein.

GST activity was determined as the concentration of 5-(2,4-dinitrophenyl)-glutathione catalyzed by GST. Protein samples were diluted with sodium phosphate buffer (0.1 M, pH 6.5) and a 100 μL sample was added to a 96 well plate. Then 100 μL of GSH (12 mM) and 100 of μL 2,4-dinitrochlorobenzene (DNCB, 1.2 mM) were added. The mixture was immediately measured at 340 nm using an Epoch Microplate spectroscopy system (BioTek Instruments, Winooski, VT, USA). Three replicates were performed. GST activity was expressed as ΔAbsorbance at 340 nm/min/mg protein.

For lipid peroxidation activity, samples were collected 1 d and 5 d after hypoxia-reperfusion. The aim was to detect the level of reperfusion damage and recovery in larvae. The concentration of MDA was used to measure lipid peroxidation reactions [30]. Supernatant (250 μL) was mixed with 125 μL of 20% (v/v) trichloroacetic acid (Sigma). After centrifugation at 15,000 *g* for 10 min at 4°C, 300 μL of supernatant was mixed with 300 μL of 0.8% 2-thiobarbituric acid (w/v) reagent. The mixture was incubated in a 100°C water bath for 60 min and cooled on ice for 5 min. Then it was centrifuged at 4,000 *g* for 1 min at room temperature. The absorbance of chromophore was measured at 535 nm. Three replicates were performed. The nmol MDA produced per milligram protein was calculated based on a molar extinction coefficient of 1.56 × 10^5^ M^–1^cm^–1^.

All data analyses were performed using SPSS version 20 software (SPSS, Chicago, IL, USA). Bars represent the mean ± SE. One-way analysis of variance (ANOVA) followed by Tukey’s multiple range test (*P* < 0.05) was used for pairwise comparisons of the differences between treatments.

### Mitochondria isolation and citrate synthase assay

Larvae were subjected to hypoxic stress for 12 h and returned to normoxia to allow them to recover. Then larval samples were collected at 0, 6, or 12 h during recovery. The mitochondria isolation assay was performed as previously described [31]. In brief, a number of 100 larvae were collected and homogenized in 1 mL of ice-cold mitochondria isolation buffer (200 mM sucrose, 10 mM MOPS, 1 mM EGTA, pH 7.4). The supernatant was transferred to a centrifuge tube with 10 mL of ice-cold fresh mitochondria isolation buffer. After centrifugation at 600 *g* for 10 min at 4°C, the pellet was discarded. The supernatant was centrifuged at 7,000 *g* for 10 min at 4°C, and the pellet was washed with 5 mL of ice-cold mitochondria isolation buffer. The pellet represented a sample of mitochondria. The biuret test was used to determine the concentration of mitochondrial protein before storage at –80°C. Prior to the assay, the samples were subjected to three freeze-thaw cycles using liquid nitrogen to break the mitochondrial membranes.

For the citrate synthase activity assay, it was measured as previously described [32]. Briefly, we measured citrate synthase by monitoring the reduction in dithiobis nitrobenzoic acid (DTNB; colorless) to thionitrobenzic acid (yellow) at 412 nm. Mitochondria samples (~0.5 μg) were incubated in 200 μL of reaction mixture (2 mM DTNB, 0.1 mM acetyl CoA, 1 mM oxaloacetic acid) in a 96 well plate. The plate was placed on an Epoch Microplate spectroscopy system (BioTek Instruments). We expressed citrate synthase activity as nmol/min/ng protein using a molar extinction coefficient of 1.36 × 10^4^ M^–1^cm^–1^. Data from different groups were analyzed by one-way ANOVA. Tukey’s multiple test was used for pairwise comparisons of differences between treatments for mean separation (*P* < 0.05).

## Results and discussion

### The influence of hypoxia/hypercapnia on survival rate, behavioral reactions and morphology of insects

Organisms have evolved special strategies to resist environmental stresses due to hypoxia and thus remain alive [1, 33]. When *T*. *castaneum* larvae was exposed to 2% O_2_ + 18% CO_2_ + 80% N_2_ with 24, 36 and 48 h, the survival rate was 80%, 41% and 6%, respectively, indicating that lower oxygen concentration (2% O_2_ + 18% CO_2_ + 80% N_2_) resulted in a more severe damage to *T*. *castaneum* larvae than 10% O_2_ + 10% CO_2_ + 80% N_2_ (Fig 1). A relatively short-term (e.g. 12 h) hypoxia/hypercapnia (2% O_2_ + 18% CO_2_ + 80% N_2_) can not result in visible detrimental effects on *T*. *castaneum* larvae. However, exposure of 96 h lead to 100% mortality of *T*. *castaneum* larvae under hypoxia/hypercapnia. Compared to the control group under normoxia, the hypoxia-treated larvae appeared to stop moving and feeding. Our observation suggested that the larvae might reduce movement under hypoxic stress to conserve energy. Relative to normoxic environment, the midgut of cowpea bruchid larvae (*Callosobruchus maculatus*) became shrunken on size under hypoxia [34]. Bruchid larvae decrease assimilative activity under hypoxia to achieve the balance of ATP supply and consumption considering gut proteases are required to break down dietary proteins, which are the major energy sinks under normoxia in insects. Insects of high altitude are likely to have reduced the capability of flight and shrunken the size of wings, which causing reduced requirements for O_2_ and they may be adaptations to hypoxic environment [35]. Previous findings indicate that hypoxia suppresses mitochondrial activities and activates dysfunctional proteins clearance in endoplasmic reticulum based on genome-wide analysis in thoracic muscle of the migratory locust [36]. Besides, hypoxia tolerant insects might enlarge the area of tracheal cross-sections to cope with low oxygen stress, thereby allowing a greater volume of air to reach tissues. For example, the hypoxic environment under 15% and 10.5% oxygen could induce an increase to 40% and 120% respectively in tracheal cross-sections volume in yellow mealworms [37]. It is reported that American locust (*Schistocerca americana*) becomes quiescent and ventilatory frequency and tracheal conductance increased under hypoxic stress [38]. Damsel fly nymphs increase their rate of ventilatory movement in hypoxic water [39]. Behavioral changes enable aquatic insects to increase the amount of oxygen available in response to hypoxia [40]. Hypoxia also affected the growth rate of larvae, relative to normoxic ones. The developmental abnormalities at ecdysis and a female-biased sex ratio are observed in *T*. *molitor* larvae [41]. Recently, it was reported that hypoxia might have effect on honey bee (*Apis mellifera*) queen/worker development. Queen larvae have more mitochondrial function units in their fat body, indicating they have higher energy production capacities and lead to different caste development [42].

**Fig 1:**
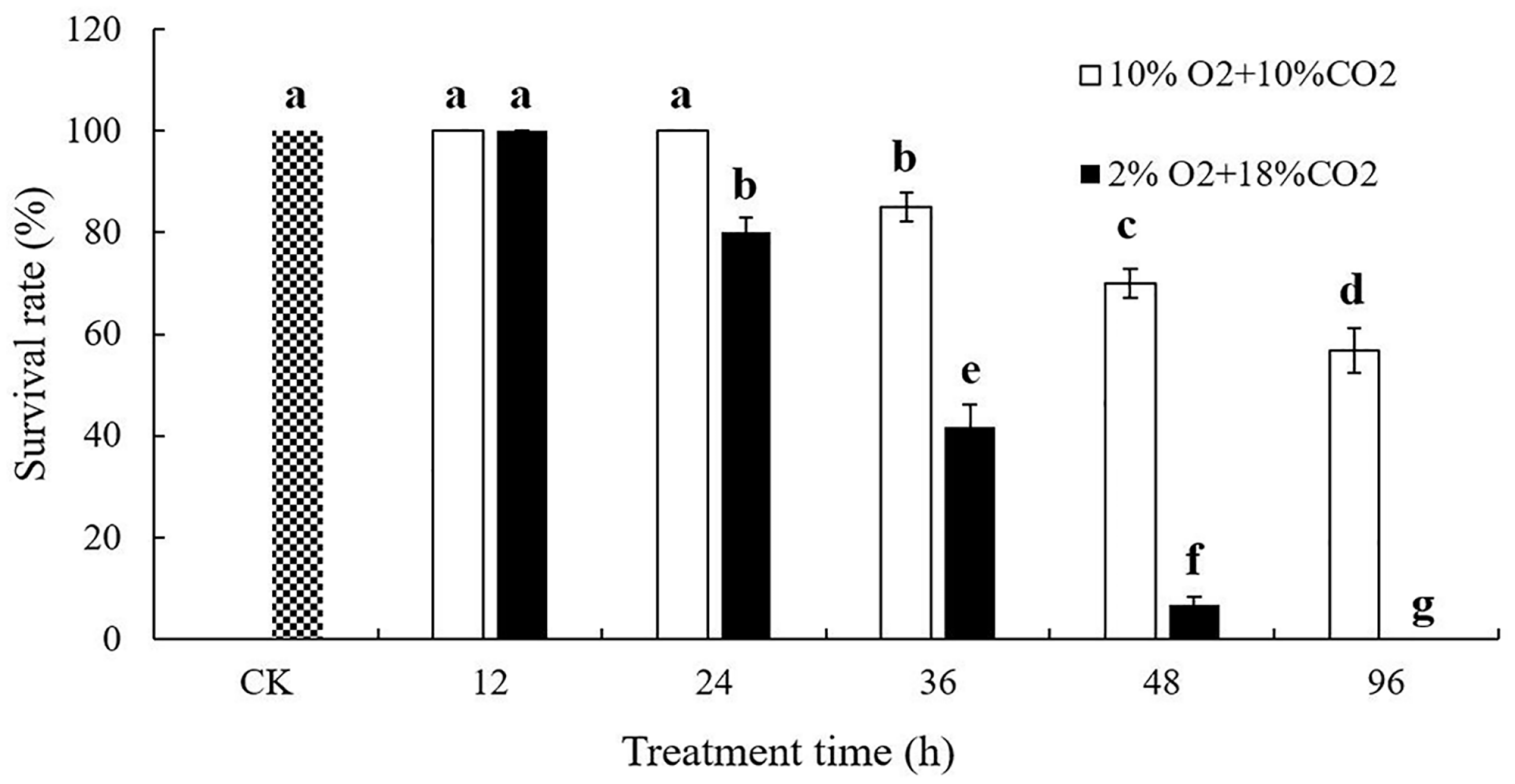
The influence of hypoxia/hypercapnia on survival rate of *T*. *castaneum* larvae. The survival rate of *T*. *castaneum* larvae, which were exposed to 2% O_2_ + 18% CO_2_ + 80% N_2_ or 10% O_2_ + 10% CO_2_ + 80% N_2_, were analyzed. Insects grow under normoxia were used as the control. Shown are the mean and SE of three biological replicates. Different letter types indicate significant differences (*P* < 0.05) by Tukey’s multiple range test.

It is interesting that *T*. *castaneum* larvae can recover from hypoxic stress when returned to normoxia (Fig 1), which is consistent with many previous reports on insects, including grain weevil (*Sitophilus granarius*), cerambicid larvae (*Orthosoma brunnem*), and desert locust (*Schistocerca gregaria*) [40]. A *Drosophila* line obtained from hypoxia selection showed a reduced body size and weight. Hypoxia-selected fly embryos recovered to a normal size from a shrunken size, once returned to normoxia [14, 43, 44]. Our results showed that 12 h hypoxia/hypercapnia treatment can hardly damage *T*. *castaneum* larvae, which suggested that some hypoxia response genes may be induced to cope with oxygen deprivation. Then we used the high throughput sequencing tools to identify hypoxia response genes and investigate hypoxia resistance mechanisms of insects.

### Analysis of RNA-seq data and validation of differentially expressed genes (DEGs) using qRT-PCR

#### Illumina sequence analysis and *de novo* assembly

Totals of 17,307,627 and 19,866,284 paired-end raw reads were generated from the control and hypoxia groups, respectively, using a NextSeq 500 platform (Illumina). Totals of 12,524,554 useful reads from the control group and 14,193,339 useful reads from the treatment group were generated after Q20 filtering. 

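RNA was sequenced from last-instar larvae of the red flour beetle, *T*. *castaneum*, 20 days from oviposition, after 12 h in a gas mixture of 2% O_2_, 18% CO_2_ and 80% N_2_ or after 12 h in normoxia. Changes given as under hypoxia are changes under this mixture, so low oxygen cannot be told apart from high CO_2_. The paper observed that treated larvae appeared to stop moving and feeding, and effects of that cannot be told apart either. There was 1 library per condition, made from poly(A) RNA, so the differences between the libraries have no replicate check and no gene was tested for differential expression. The deposited values are FPKM, fragments of a transcript scaled by its length and by the mapped fragments of the library, which the authors obtained with Cufflinks by assembling each library separately around the reference transcripts. The normoxia library holds 17071 reference transcripts and 7674 assembled transcripts, and the hypoxia library holds 17071 and 7423. Read counts per gene are not given in the files used here. The paper's 12524554 and 14193339 useful reads differ by a factor of 1.13, and the coverage per FPKM in the files differs by a factor of 1.13 between the hypoxia and the normoxia library.
Each assembled transcript was given to the reference gene with which it shares the most exonic bases on its strand, and the FPKM of a gene is the sum over its transcripts. The log2 ratio of hypoxia over normoxia was taken after adding 0.1 FPKM to both values, over the 9731 of 17070 genes with a mean of at least 1 FPKM. The range given after a log2 ratio is 2 standard errors to either side, taken from the confidence intervals that Cufflinks gives with each FPKM. These intervals cover counting and assignment of fragments within a library only, not the spread between larvae. At 5 FPKM or more, the median half-width of the interval was 13.6% of the FPKM in normoxia and 12.8% in hypoxia. A gene is called higher or lower under hypoxia where the values differ at least 1.5-fold and the intervals do not overlap. Values by the reference transcript alone, an alternative chosen after the data were seen, are given for some genes. The sum over transcripts can change a value where the assembly differs between the libraries, and 769 genes above the filter received a transcript that joins them to a neighbour.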

GC contents were 48.09% and 50.74%, respectively (S1 Table). To create RNA-seq maps, we compared these useful reads to the *T*. *castaneum* genome sequence (http://www.beetlebase.org). A total of 16,524 unigenes had been annotated. In this study, DEGs were defined as genes exhibiting a fold transcriptional change ≥1.5 with *p* ≤ 0.05 and FDR ≤ 0.001 (S1 Fig and S2 Table). 

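Among genes with a name in S2 Table and a mean of at least 5 FPKM, 2 odorant binding proteins were among the 10 with the largest fall under hypoxia, and an ADFb like protein had the largest rise by summed FPKM. Odorant binding protein C01 (TC010066; ChLG7, 16276533 to 16276980), of a family that carries small hydrophobic molecules, fell from 2227 to 211 FPKM, a log2 ratio of -3.40 (-3.54 to -3.25), and odorant binding protein 10 (TC010063) fell from 132 to 44.1 FPKM. A cuticular protein with chitin-binding domains, CPAP3-A1 (TC011140), had a log2 ratio of -1.84 (-2.20 to -1.48), and Obstractor D (TC001350), another of them, one of -1.66 (-1.89 to -1.44). Alkaline phosphatase (TC007539) and Engrailed (TC008952), a transcription factor of segment patterning, had log2 ratios of -1.40 and -1.38. Of the rises, ADFb like protein (TC009956; ChLG7, 14519020 to 14519522), annotated after an antidiuretic factor, went from 4.01 to 33.9 FPKM, a log2 ratio of 3.05 (2.00 to 4.10). By the transcript with the highest mean FPKM it had 2.47, below the 2.74 of a Branchless gene (TC001705). A cathepsin B (TC002954), a lysosomal cysteine protease, had a log2 ratio of 1.94 (1.72 to 2.17), a chemosensory protein (TC008681) one of 1.51, or 0.76 by its reference transcript alone, regucalcin (TC009114), a calcium-binding protein, one of 1.43 and a lipase (TC007185) one of 1.39.
In all, 1084 genes were at least 1.5-fold higher and 1816 at least 1.5-fold lower under hypoxia, and the intervals were separate for 734 and 1173 of them. Of these, 184 were listed at 0 in normoxia and 288 at 0 in hypoxia, and such a 0 can be a failed estimate. The log2 ratio had the sign of S2 Table in 173 of 176 genes listed there with a rise and in 142 of 143 listed with a fall, counting those above the filter (98.7%, exact 95% binomial interval 96.8 to 99.7%). That interval treats the genes as independent draws, which they are not, so it measures no spread between larvae or libraries. The paper chose that list on these libraries, so the match in sign is no independent evidence of a direction.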

Of the 333 identified DEGs, 154 were downregulated and 179 were upregulated. 

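Of the 18 genes of Table 2, 13 were higher and 4 lower under hypoxia by the rule of 1.5-fold and separate intervals, and 1 was not called. Of the 14 to which Table 2 gives a rise, 12 were higher and 1 lower, glycerol-3-phosphate dehydrogenase. Of the 4 with a fall there, 3 were lower and 1 higher, aconitate hydratase. In all, 15 of the 18 were called in the direction of Table 2. Glucose transporter member 1 (TC013486; ChLG5, 10817958 to 10819804), which takes up glucose across the cell membrane, rose from 104 to 260 FPKM, a log2 ratio of 1.32 (1.19 to 1.46). Its normoxia value includes a transcript that joins it to a neighbour, and by its reference transcript alone the log2 ratio was 1.75. Growth arrest-specific 1 (TC009285), a membrane protein of the Hedgehog pathway, rose from 14.8 to 41.6 FPKM, a log2 ratio of 1.49 (1.02 to 1.96). The Ras homolog (TC009159), a small GTPase, had a log2 ratio of 0.68 (0.50 to 0.86) and the sodium/potassium/chloride transporter member 2 (TC000573), an ion cotransporter, one of 0.84 (0.61 to 1.07). Aconitate hydratase (TC010417), a Krebs cycle enzyme, rose from 121 to 187 FPKM, a log2 ratio of 0.63 (0.52 to 0.75). Pyruvate kinase (TC006543; ChLG8, 13516574 to 13518181), the last enzyme of glycolysis, fell from 2.28 to 0.0783 FPKM, a log2 ratio of -3.74 (-5.12 to -2.36), and with a pseudocount of 1 FPKM this was -1.61. By the reference transcript alone the log2 ratio of growth arrest-specific 1 was -6.27, because that transcript is listed at 0 in hypoxia and its fragments are given to 3 assembled transcripts. By the transcript with the highest mean FPKM it was 0.90. The paper chose these 18 genes on the same libraries.

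**Figure D1:**
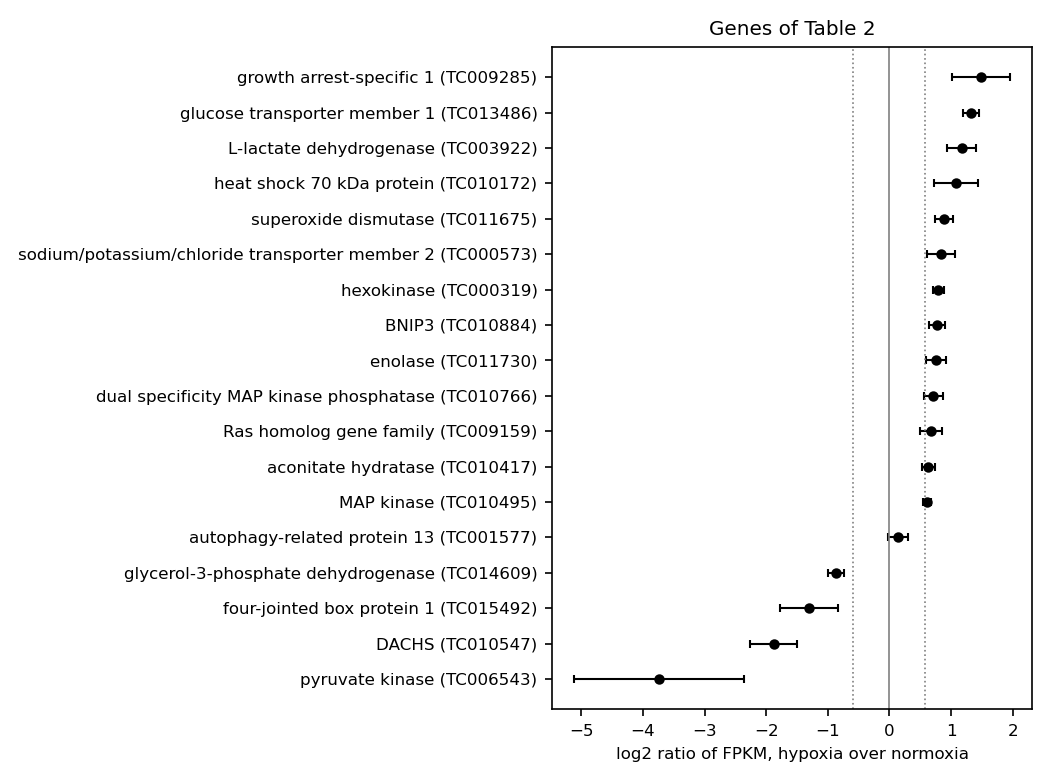
Log2 ratio of FPKM under hypoxia over normoxia (x axis) for the 18 genes of Table 2 (y axis), 1 library per condition. Points are the ratios, bars 2 standard errors to either side from the intervals given with the FPKM, and the dotted lines mark 1.5-fold. Autophagy-related protein 13 is the gene between the dotted lines, and pyruvate kinase, at the lowest FPKM, has the widest bar.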

Some DEGs involved in hypoxia response pathways are shown in Table 2.

**Table 2:** Some hypoxia-response DEGs in the RNA-seq.

Functional description	Gene names	Genes ID	Foldchange	Chromosome	Length	References
Glycolysis	Hexokinase	TC000319	1.86	ChLG2	6043	[22, 61, 81, 82]
Glycolysis	Glycerol-3-phosphate dehydrogenase	TC014609	2.32	ChLG5	5150	
Glycolysis	Enolase	TC011730	1.93	ChLG9	1431	
Glycolysis	Pyruvate kinase	TC006543	-1.95	ChLG8	1608	
Kreb’s cycle	Aconitate hydratase	TC010417	-1.67	ChLG5	9486	
anaerobic metabolism	L-lactate dehydrogenase	TC003922	2.35	ChLG3	10038	
Glucose transporter	Glucose transporter member 1	TC013486	2.40	ChLG5	1847	[61, 83]
Mitochondrial mitophagy	BNIP3; BCL2/adenovirus E1B 19 kDa protein-interacting protein 3	TC010884	1.84	ChLGX	808	[61, 64, 65]
	Autophagy-related protein 13	TC001577	2.11	ChLG3	4744	
Hippo signaling pathway	DACHS; dachs	TC010547	-2.88	ChLG3	90137	[46, 84]
	Four-jointed box protein 1	TC015492	-2.36	ChLG6	1191	
MAPK signaling pathway	MAP kinase	TC010495	2.02	ChLG3	39394	[85]
	Dual specificity MAP kinase phosphatase	TC010766	1.74	ChLGX	7861	
Hedgehog signaling pathway	Growth arrest-specific 1	TC009285	2.98	ChLG7	2969	[86]
Peroxisome	Superoxide dismutase	TC011675	2.00	ChLG9	927	[87]
Signaling transduction	Ras homolog gene family	TC009159	1.70	ChLG7	579	[88]
Signaling transduction	Sodium/potassium/chloride transporter member 2	TC000573	1.93	ChLG2	6881	[89, 90]
Metabolism	Heat shock 70kDa protein	TC010172	2.16	ChLG7	1941	[50, 91]

#### Functional annotation and classification of the hypoxia transcriptome in *T. castaneum*

In this study, we divided the identified genes into 62 GO functional subcategories. 

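Among the oxidoreductases with a name in S2 Table, those of the cytochrome P450 system were higher under hypoxia. A cytochrome P450-like protein (TC010423; ChLG5, 8958626 to 8960390), of a family of heme enzymes that oxidise hormones and foreign compounds, rose from 24.9 to 69.7 FPKM, a log2 ratio of 1.48 (1.28 to 1.69). NADPH-cytochrome P450 reductase (TC012437), which passes electrons to these enzymes, rose from 452 to 753 FPKM, a log2 ratio of 0.74 (0.65 to 0.82), or 1.89 by its reference transcript alone. Cytochrome P450 9AB1 (TC005384) was at 1.78 FPKM in normoxia and 5.86 FPKM in hypoxia, a log2 ratio of 1.67 (0.97 to 2.36). HIF prolyl hydroxylase (TC009132), a dioxygenase that uses oxygen to mark the hypoxia-inducible factor for degradation, rose from 35.4 to 80.1 FPKM, a log2 ratio of 1.18 (0.95 to 1.40), or 2.35 by its reference transcript alone. The last 3 of these genes were chosen after their values were seen. GO terms per gene were not used here.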

We found that many DEGs were involved in carbohydrate metabolism, hydrolyzed glycosyl bonds, and oxidoreductase activity (Fig 2). 

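Both antimicrobial peptides named in S2 Table were higher under hypoxia, and both Toll receptors and 5 of the 6 serine proteases were lower. The antimicrobial peptide TC030482 (ChLG2, 12902067 to 12902406), part of the humoral defence, rose from 29.7 to 126 FPKM, a log2 ratio of 2.08 (1.46 to 2.69), and the other, TC000500, had a log2 ratio of 0.89 (0.47 to 1.32). Toll-6 (TC004895) and Tollo (TC004898), transmembrane receptors of the Toll family, had log2 ratios of -1.45 (-1.98 to -0.92) and -1.30 (-1.68 to -0.91) at 3.13 and 5.92 FPKM in normoxia. Of the serine proteases, P40 (TC002785) fell from 173 to 27.7 FPKM, a log2 ratio of -2.63 (-2.91 to -2.36), P53 (TC004635) had a log2 ratio of -2.31 (-2.88 to -1.73), and P96 (TC009602) rose, with a log2 ratio of 0.66 (0.56 to 0.76). Among genes of growth, Myoglianin (TC015805), a ligand of the TGF-beta family, fell from 16.2 to 5.10 FPKM, a log2 ratio of -1.65 (-2.13 to -1.16). Both genes annotated as Branchless, a fibroblast growth factor that guides tracheal branches in *Drosophila*, rose. They were TC001705 on ChLGX from 10480258 to 10495048, with a log2 ratio of 1.76 (1.06 to 2.46), and TC001760 on ChLGX from 10504610 to 10510431, with one of 1.66 (1.13 to 2.19). By the transcript with the highest mean FPKM, TC001705 had a log2 ratio of 2.74, outside that range. The reference transcripts of TC001705, Toll-6 and Tollo are listed at 0 in both libraries, as is that of 1 of the falling serine proteases, so these values come from assembled transcripts. That of another falling one, H164 (TC015670), is listed at 0 in normoxia and at 8.43 FPKM in hypoxia, a rise by that transcript alone, while the log2 ratio was -0.98 by summed FPKM and -1.43 by the transcript with the highest mean FPKM. These names are the annotations of the paper's list, which was chosen on these libraries, and the Toll receptors, TC000500 and the serine proteases other than P40 and P53 were chosen after their values were seen.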

Other GO terms that were enriched included generation of precursor metabolites; energy, growth, and immune system processes; molecular function; and ion binding (Fig 2). In total, 333 DEGs were classified into six principal KEGG categories containing 42 secondary pathways (S2 Fig). Metabolism was the largest category (110, 40.44%), followed by human diseases (56, 20.59%), organismal systems (45, 16.54%), cellular processes (27, 9.93%), environmental information processing (24, 8.82%), and genetic information processing (10, 3.68%). These results indicate that both metabolic and genetic processes are involved in responses to hypoxia in larvae.

**Fig 2:**
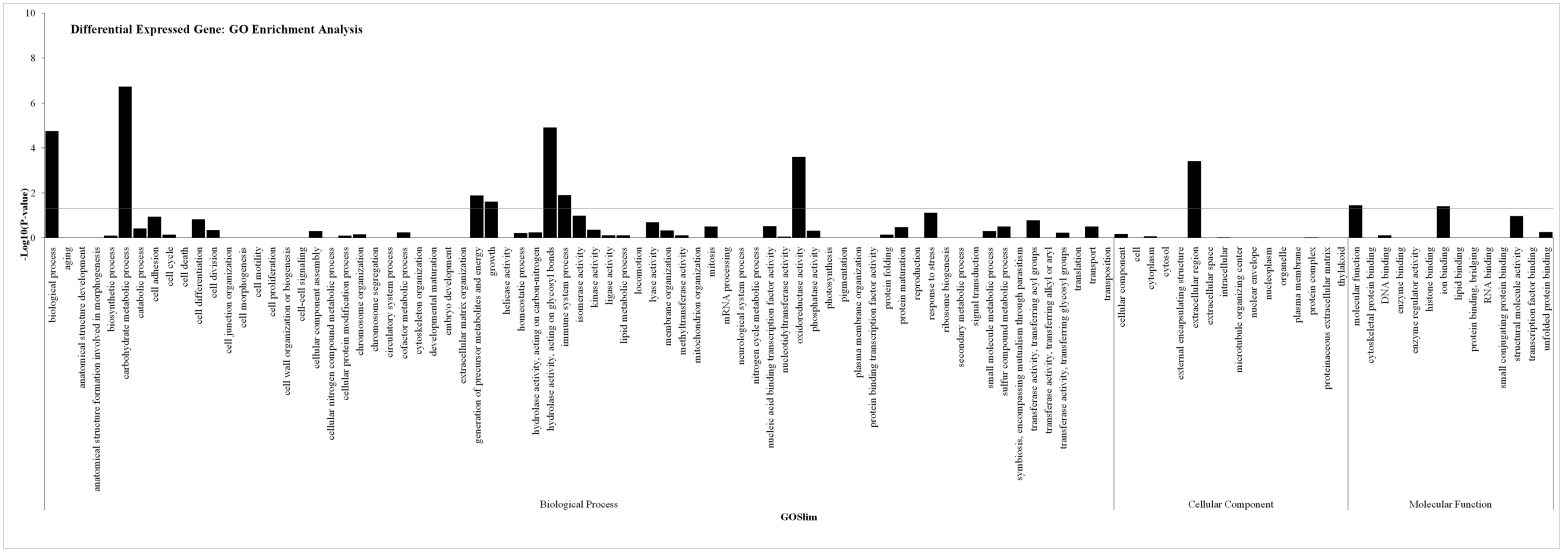
GO enrichment analysis of genes involves in the hypoxia resistance. The GO terms are sorted by —Log 10 of the enrichment *P*-value, which represent the enrichment significance of GO terms. The enrichment of GO terms are shown by comparing DEG with the whole genome.

#### Validation of differential transcript expression using qRT-PCR

To verify the gene expression profiles identified by RNA-seq, we used qRT-PCR to measure the expression of nine selected genes. These genes encoded elongation of very-long-chain fatty acids (*Tc*ELOVL), the ATP-binding cassette subfamily (*Tc*MRP), heat shock 70 kDa protein (*Tc*HSP70), MAP kinase (*Tc*MAPK), dual-specificity MAP kinase phosphatase (*Tc*DUSP), Cu-Zn superoxide dismutase (*Tc*SD), alpha-glucosidase (*Tc*AG), DACHS (*Tc*DACHS), and four-jointed box protein 1 (*Tc*FJBP). In general, the qRT-PCR data matched the RNA-seq results well (Fig 3). *Tc*ELOVL, *Tc*MRP, *Tc*HSP70, *Tc*MAPK, *Tc*DUSP, and *Tc*SD were upregulated, whereas *Tc*AG, *Tc*DACHS, and *Tc*FJBP were downregulated, as shown by both qRT-PCR and RNA-seq.

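All 7 genes of Fig 3 that the paper gives an identifier changed by summed FPKM in the direction of the paper, 4 higher and 3 lower under hypoxia. The paper chose them on these libraries, and its qRT-PCR used the same RNA samples, so this is no independent evidence of a direction. By the transcript with the highest mean FPKM, *Tc*HSP70 (TC010172) had a log2 ratio of -0.11. *Tc*SD (TC011675; ChLG9, 20124698 to 20125624), which converts superoxide into hydrogen peroxide, rose from 217 to 402 FPKM, a log2 ratio of 0.89 (0.74 to 1.03). *Tc*AG (TC008357; ChLG4, 10044454 to 10046279), which releases glucose from the ends of sugar chains, fell from 19.2 to 6.38 FPKM, a log2 ratio of -1.57 (-1.94 to -1.21). *Tc*ELOVL and *Tc*MRP have no identifier in the sources used here and were not looked up.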

**Fig 3:**
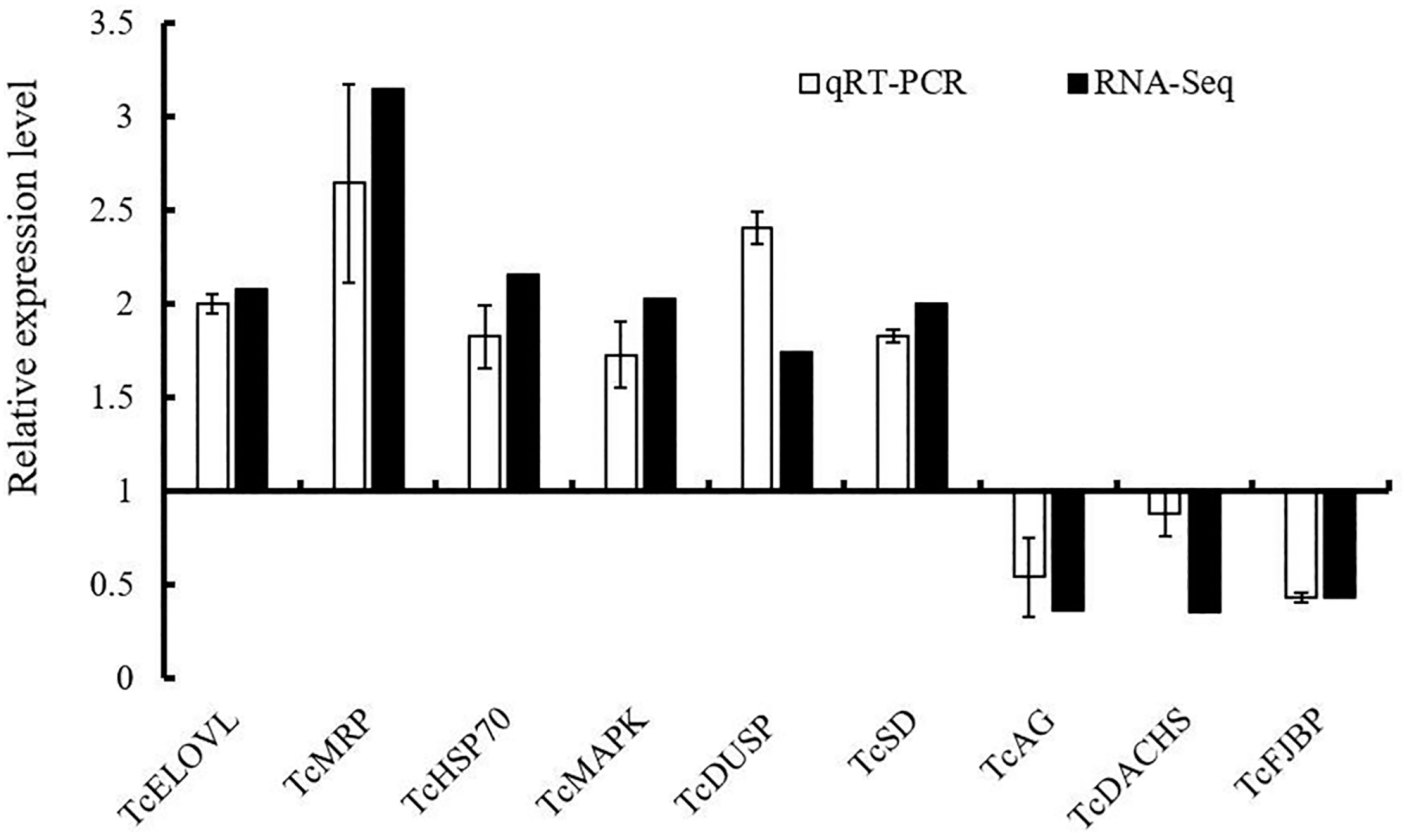
qRT-PCR analysis of selected transcripts to confirm expression profiles identified by RNA-seq. *Tc*ELOVL, elongation of very long chain fatty acids protein 7; *Tc*MRP, ATP-binding cassette subfamily C (CFTR/MRP) member 4; *Tc*HSP70, heat shock 70kDa protein; *Tc*MAPK, MAP kinase; *Tc*DUSP, Dual specificity MAP kinase phosphatase; *Tc*SD, superoxide dismutase, Cu-Zn family; *Tc*AG, alpha-glucosidase; *Tc*DACHS, DACHS, Hippo signling pathway; *Tc*FJBP Four-jointed box protein 1 (FJBP). Value represents mean ± SE of three independent PCR amplifications and quantifications.

### Hypoxia affected several signaling transduction pathways of *T*. *castaneum*

Insects under hypoxic stress temporarily regulate gene transcription and protein expression to overcome this stress. Previous research showed that the nitric oxide/cyclic GMP pathway might be activated in response to hypoxia to regulate insects’ survival, tracheal development, and cell division [45]. Recently, it is shown in *Drosophila* that Hippo tumor-suppression pathways, regulated growth under hypoxia [46]. In our study, *Tc*FJBP (TC015492) and DACHS (TC010547), both of which are involved in the Hippo signaling pathway, were downregulated in response to hypoxia (Fig 3), which suggested that the Hippo pathway might affect oxygen deprivation and that this may in turn suppressed cell and tissue growth. However, the relationship between hypoxia response behavior and signaling pathway is largely unknown in coleopterans and needs further investigation in the future.

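Both genes were lower under hypoxia. *Tc*FJBP (TC015492; ChLG6, 2477834 to 2479024), the homolog of a Golgi kinase that modifies the cadherins Fat and Dachsous upstream of Hippo, fell from 14.8 to 5.96 FPKM, a log2 ratio of -1.30 (-1.77 to -0.83). DACHS (TC010547; ChLG3, 18491518 to 18581654), an unconventional myosin that acts downstream of Fat, fell from 16.8 to 4.48 FPKM, a log2 ratio of -1.88 (-2.26 to -1.50). By the reference transcript of DACHS alone, the fall was from 11.7 to 0.564 FPKM, a log2 ratio of -4.15.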

Several genes involved in signaling transduction pathways were also identified by our RNA-seq analysis (Table 2). For example, two MAPK signal pathway genes (MAP kinase, TC010495; dual specificity MAP kinase phosphatase, TC010766) were induced by hypoxia. 

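MAP kinase (TC010495; ChLG3, 18930466 to 18969859), the last kinase of the cascade, rose from 745 to 1139 FPKM, a log2 ratio of 0.61 (0.54 to 0.68). The dual specificity MAP kinase phosphatase (TC010766; ChLGX, 7656837 to 7664697), which removes the activating phosphates from MAP kinases, rose from 92.5 to 151 FPKM, a log2 ratio of 0.71 (0.56 to 0.86). The reference transcript of MAP kinase accounted for 110 FPKM in normoxia and 309 FPKM in hypoxia, and alone it had a log2 ratio of 1.49. The transcript with the highest mean FPKM, assembled in both libraries, had one of 0.97. The rest came from 4 assembled transcripts in normoxia and 2 in hypoxia. Of those in normoxia, 1 is a single exon of 1367 bases at 100 FPKM that lies mostly outside the reference gene. It has no counterpart in hypoxia.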

Hypoxia may alter intracellular Ca^2+^ levels, regulate the MAPK cascade, dephosphorylate key protein kinases, and determine cellular apoptosis or survival [47]. It is noteworthy that a tyrosine 3-monooxygenase (TC002496) was upregulated in *T*. *castaneum* under hypoxia. 

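Tyrosine 3-monooxygenase (TC002496; ChLG3, 31909405 to 31930068) rose from 125 FPKM in normoxia to 263 FPKM in hypoxia, a log2 ratio of 1.07 (0.94 to 1.19). Each library held 1 assembled transcript of the gene beside the reference transcript, and the reference transcript alone had a log2 ratio of 1.40.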

Given that the tyrosine 3-monooxygenase or tyrosine hydroxylase is the rate-limiting enzyme in the biosynthesis of dopamine, it might have a vital function in regulating cellular respiratory adaptation to hypoxia [48, 49].

Molecular chaperones, mainly the heat shock protein family, might have some function in organisms under hypoxic stress. Heat shock protein 70 (Hsp70) plays a protective role and improves survival of insects under hypoxic conditions. Overexpression of Hsp70 markedly improves the survival rate under conditions of severe hypoxia in *Drosophila* [50]. 

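In the RNA-seq values, Hsp70 (TC010172; ChLG7, 18632919 to 18634859) rose from 7.15 FPKM in normoxia to 15.2 FPKM in hypoxia, a log2 ratio of 1.08 (0.72 to 1.44). The gene has a single exon, and its reference transcript is listed at 0 in normoxia, where the whole value comes from an assembled transcript that extends this exon on both sides. Paired by overlap with the transcript assembled in hypoxia, it has the highest mean FPKM. The pair was at 7.15 FPKM in normoxia and 6.63 FPKM in hypoxia, a log2 ratio of -0.11. The reference transcript went from its listed 0 to 8.61 FPKM. Since it lies within the assembled exons, which transcript carries the rise cannot be told. A gene annotated as heat shock proteins 68a and 68b (TC009126; ChLG7, 6605773 to 6607710), chaperones of this family, rose from 2.75 to 8.08 FPKM, a log2 ratio of 1.52 (0.99 to 2.05).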

In our study, results of both qRT-PCR and RNA-seq indicated that Hsp70 (TC010172) was upregulated under hypoxia relative to the control group (Fig 3). Such upregulation of Hsp70 suggests that it might be involved in protecting larvae by preventing protein aggregation under hypoxia [50].

### Hypoxia-induced glycolysis and suppressed mitochondrial aerobic respiration for insects

The hypoxic transcriptional results identified some changes in certain glycolytic genes. The expression profiles of 10 genes encoding enzymes involved in glycolysis and seven genes encoding enzymes involved in the Krebs cycle were assessed by qRT-PCR (Fig 4). The results suggested that cellular metabolism shifted from aerobic respiration to anaerobic metabolism. Both RNA-seq and qRT-PCR results showed that hexokinase (TC000319), enolase (TC011730), and glycerol-3-phosphate dehydrogenase (TC014609) were upregulated under hypoxia (Fig 4). 

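Hexokinase (TC000319; ChLG2, 16224604 to 16230646) rose from 443 to 769 FPKM, a log2 ratio of 0.80 (0.70 to 0.89), and the log2 ratio was 1.07 by the transcript with the highest mean FPKM, which is assembled, and 0.57 by its reference transcript alone. Enolase (TC011730; ChLG9, 19033307 to 19034737), which makes phosphoenolpyruvate late in glycolysis, rose from 54.8 to 92.5 FPKM, a log2 ratio of 0.76 (0.60 to 0.92). Glycerol-3-phosphate dehydrogenase (TC014609; ChLG5, 15844225 to 15849374) fell from 136 to 74.5 FPKM, a log2 ratio of -0.86 (-0.99 to -0.74), and by its reference transcript alone the log2 ratio was -0.46. For hexokinase and glycerol-3-phosphate dehydrogenase the change by the reference transcript is less than 1.5-fold. These are the RNA-seq values, and the qRT-PCR measurements were not analysed here.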

Other glycolytic enzymes, such as *Tc*PGI, *Tc*PFKFB, *Tc*FBP, and *Tc*PGK, showed no obvious difference between the control group and the treatment group. It was interesting that glycerol-3-phosphate dehydrogenase facilitates mitochondrial bioenergetics capacities, is involved in mitochondrial O_2_^-^ production and may have functions under hypoxia [51]. Hexokinase, the rate-limiting enzyme of glycolysis, was activated to convert glucose into glucose 6-phosphate, thus promoting glycolysis. 

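L-lactate dehydrogenase (TC003922; ChLG3, 32535397 to 32545434) was at 47.0 FPKM in normoxia and 106 FPKM in hypoxia, a 2.25-fold rise and a log2 ratio of 1.17 (0.93 to 1.41). The files give most of the rise to assembled transcripts and not to the reference transcript, which had 33.0 FPKM in normoxia and 46.3 FPKM in hypoxia. A transcript of 6 exons and 954 bases, assembled in hypoxia, held 47.6 FPKM (40.6 to 54.6), and another held 11.9 FPKM. The transcripts assembled in normoxia held 7.15 and 6.79 FPKM, the latter with the introns of the transcript of 954 bases. All of them share most of the bases of the reference transcript, so which transcript carries the rise cannot be told. By the reference transcript alone the log2 ratio was 0.49, which is less than 1.5-fold.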

L-lactate dehydrogenase (TC003922) was upregulated more than twofold in response to hypoxia. Lactate dehydrogenase converts pyruvate to lactate and regenerates NAD^+^, a continuous supply of which is required for glycolysis. These data indicate that hypoxic *T*. *castaneum* promoted glycolysis to enhance anaerobic carbohydrate consumption in response to hypoxia. However, all enzymes involved in the Krebs cycle were downregulated (Fig 4), which suggests that insects under hypoxia suppressed mitochondrial TCA cycle enzyme expression.

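Of the 4 genes that Table 2 lists under glycolysis, 2 were higher under hypoxia, hexokinase and enolase, and 2 were lower, glycerol-3-phosphate dehydrogenase and pyruvate kinase. The glucose transporter and L-lactate dehydrogenase, which stand before and after this pathway, were higher. The pyruvate kinase gene (TC006543) was at 2.28 FPKM in normoxia and 0.0783 FPKM in hypoxia, so its fall rests on low values. Enolase was at 54.8 and 92.5 FPKM. Other glycolytic enzymes were not analysed here, since the sources used here pair no identifier with them. The paper reports hexokinase, enolase and glycerol-3-phosphate dehydrogenase as upregulated by RNA-seq and qRT-PCR, and L-lactate dehydrogenase, which regenerates the NAD+ that glycolysis requires, as upregulated. It reads these data as a sign that larvae under hypoxia promoted glycolysis to use carbohydrates without oxygen.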

**Fig 4:**
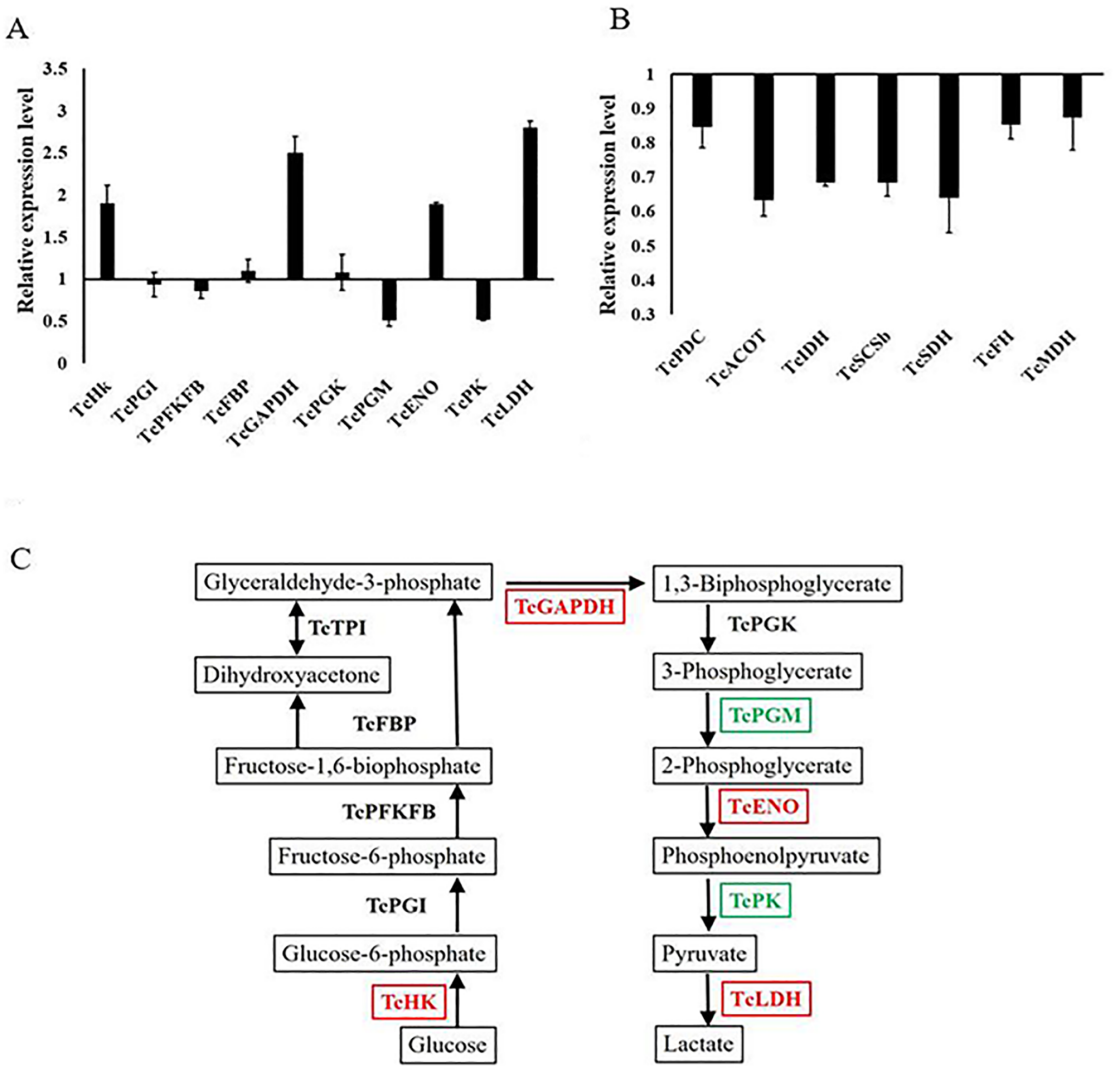
Gene expression pattern of glycolytic (A) and Krebs (B) cycle enzymes of *Tribolium castaneum* larvae in response to hypoxia. Total RNA was isolated from the larvae after 12 hours’ hypoxia treatment. qRT-PCR was used to illustrate gene expression. *Tc*HK, hexokinase; *Tc*PGI, phosphoglucose isomerase; *Tc*PFKFB, 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase; *Tc*FBP, fructose 1,6-bisphosphate aldolase; *Tc*TPI, triosephosphate isomerase; *Tc*GAPDH, glyceraldehyde-3-phosphate dehydrogenase; *Tc*PGK, phosphoglycerate kinase; *Tc*PGM, phosphoglycerate mutase; *Tc*ENO, Enolase; *Tc*PK, Pyruvate kinase; *Tc*LDH, L-lactate dehydrogenase; *Tc*PDC, pyruvate dehydrogenase; *Tc*ACO, aconitate hydratase, mitochondria; *Tc*IDH, isocitrate dehydrogenase; *Tc*SCSb, succinyl-CoA synthetase beta chain; *Tc*SDH, succinate dehydrogenase; *Tc*FH, fumarate hydratase; *Tc*MDH, malate dehydrogenase. Red color represents upregulate, green color represents downregulate and black color represents no change.

Some genes encoding enzymes involved in carbohydrate metabolism were downregulated in insects under hypoxia. Expression levels of dihydrodiol dehydrogenase/D-xylose 1-dehydrogenase (NADP; TC014229), alpha-amylase (TC000936, TC000938, TC000937, TC000939), alpha-glucosidase (TC008357), beta-1,3-galactosyltransferase (TC008954), chitinase (TC012734, TC009177, TC009176), and glucuronosyltransferase (TC007056) were all reduced more than twofold. This suggests that hypoxia seems to lead to a general suppression of carbohydrate metabolism.

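Of these 11 genes, 9 were lower under hypoxia by the rule of 1.5-fold and separate intervals. The alpha-amylases TC000937, TC000938 and TC000939, which digest starch, lie side by side on ChLG2 from 10467808 to 10475276. TC000937 fell from 3634 to 1498 FPKM, a log2 ratio of -1.28 (-1.37 to -1.19), and the other 2 fell with log2 ratios of -1.23 and -1.19. The fourth copy, TC000936, is listed at 0 in both libraries, and the levels of the single copies are uncertain, since how reads common to them were divided is not given in the sources used here. Chitinase TC012734, which breaks down the chitin of cuticle and gut lining, fell from 24.6 to 3.08 FPKM, a log2 ratio of -2.96 (-3.21 to -2.71). The chitinases TC009177 and TC009176 had log2 ratios of -1.26 and -0.83, the latter a change of 1.77-fold. Glucuronosyltransferase (TC007056), an enzyme of detoxification, and dihydrodiol dehydrogenase (TC014229) had log2 ratios of -1.63 (-1.82 to -1.43) and -1.26 (-1.67 to -0.85). Beta-1,3-galactosyltransferase (TC008954) was at 68.6 FPKM in normoxia and 84.0 FPKM in hypoxia, and the intervals overlap. In hypoxia its reference transcript is listed at 0, and 67.3 FPKM come from an assembled fragment of 384 bases. With FPKM weighted by transcript length, an alternative chosen after the data were seen, its log2 ratio was -1.18.

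**Figure D2:**
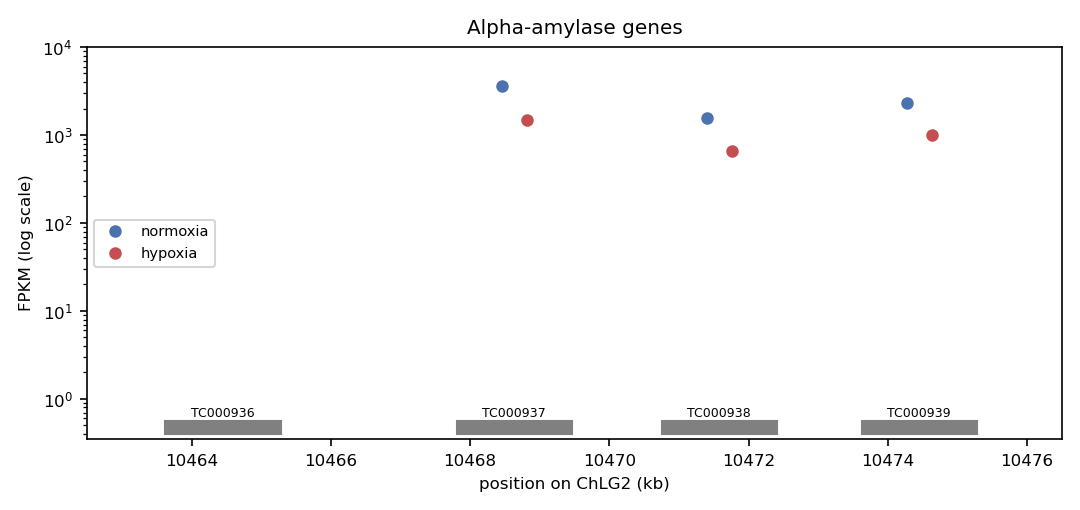
FPKM (y axis, log scale) of the alpha-amylase genes TC000936 to TC000939 in normoxia (blue) and hypoxia (red), by position on ChLG2 (x axis, kb). Grey boxes are the genes, and TC000936 has no points because it is listed at 0 in both libraries. Each of the other amylases has its hypoxia point under its normoxia point.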

Aerobic insects can depress their metabolism and adjust their energy requirements in low-oxygen environments [14]. In desert locust, anoxia results in 6% metabolic depression compared to a control group [52, 53], whereas about 3% metabolic depression is documented in tiger beetle larvae [54]. In fact, the level of ATP declines while levels of ADP, IMP, and AMP increase within a few minutes of exposure to hypoxia [40]. End products of anaerobic metabolism have been detected in a few terrestrial insect species. The predominant end products of insects in anaerobic metabolism are lactate and alanine [55, 56].

Together, our results indicate that aerobic respiration of *T*. *castaneum* was restrained because of limited available oxygen. To balance ATP demands under stress due to low oxygen, the larvae increased glycolytic enzyme expression to generate pyruvic acid and preferentially convert it to lactic acid by anaerobic metabolism (Fig 4). The upregulation of certain rate-limiting enzymes, for example hexokinase and lactate dehydrogenase, required that the larvae turn to anaerobic metabolism for survival in response to low oxygen.

### Hypoxia suppressed the activity of citrate synthase and might induce mitophagy of insects

In our study, the activity of citrate synthase was investigated under hypoxic or normoxic conditions to assess larvae’ recovery from hypoxia (Fig 5). Compared to the control group, mitochondrial citrate synthase was significantly altered after hypoxia treatment of insects (Fig 5). It is interesting that citrate synthase in the hypoxic group recovered after 12 h of exposure to normoxia compared to 0 h and 6 h. The ability of insects to cope with this stress might be due to temporary changes in mitochondrial gene expression that facilitate survival. The enzyme citrate synthase exists in the mitochondrial matrix and functions in the first step of the citric acid cycle of all living organisms. It is usually used as a quantitative enzyme marker for the presence of mitochondria, aerobic capacity, and mitochondria density in cells [57–60]. The decreased citrate synthase under hypoxia suggests that low oxygen might suppress mitochondrial activity. The decreased citrate synthase coupled with the qRT-PCR data suggest that mitochondria were the main target in insects under hypoxia. Emerging evidence has illustrated that hypoxia suppresses mitochondrial biogenesis and decreases mitochondrial mass and oxygen consumption [61]. This type of mitochondrial remodeling in response to hypoxia includes replication of the mitochondrial genome as well as coordinated expression of nuclear and mitochondrial encoded proteins [62]. In *D*. *melanogaster*, hypoxia treatment for 90 min significantly inhibited citrate synthase and resulted in a marked reduction in life span [59]. Diminished mitochondrial aerobic capacity and oxidative phosphorylation are always associated with a reduced life span. Altered mitochondrial function could lead to a reduced life span because of accumulated damage in cell and tissue [59].

**Fig 5:**
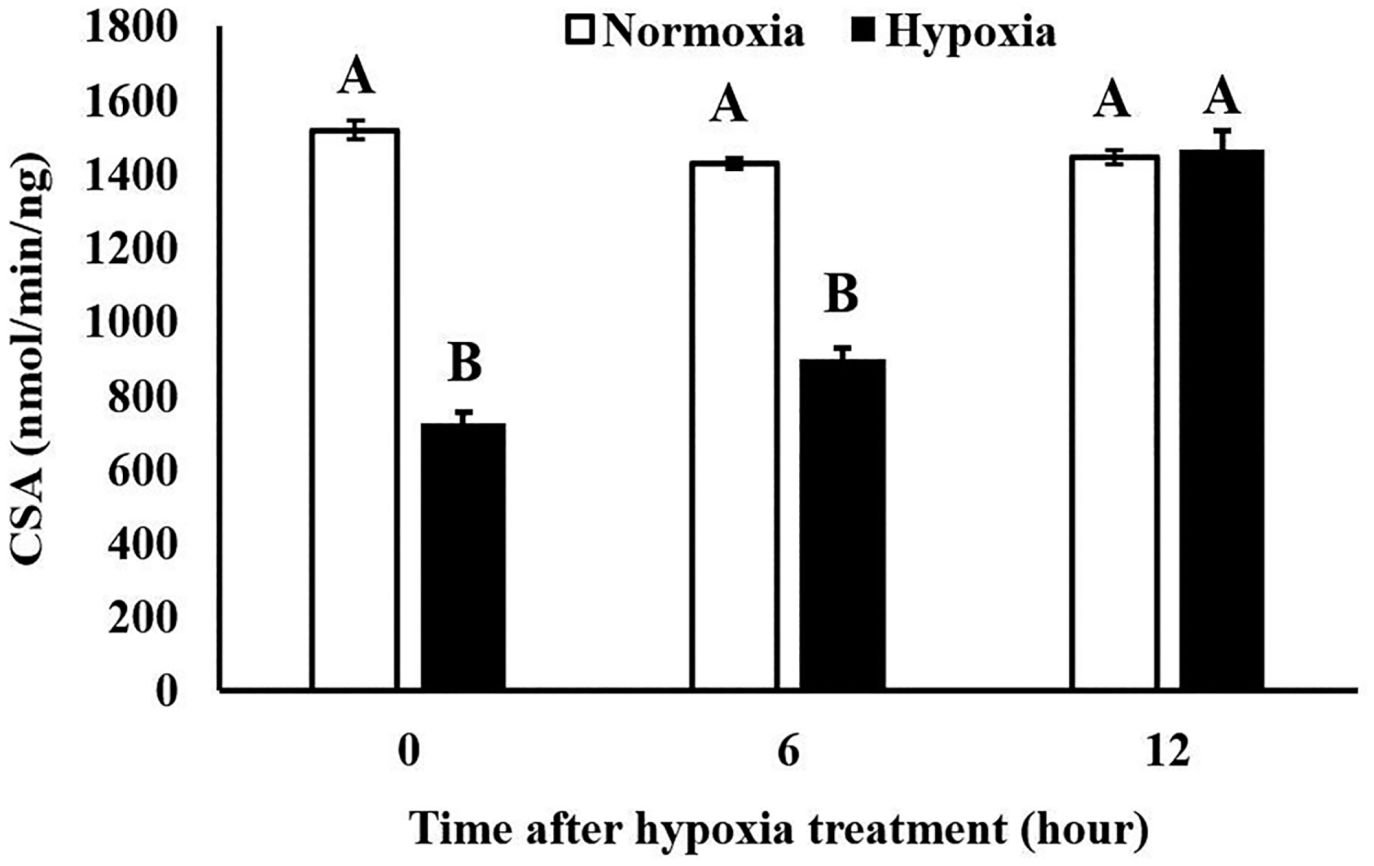
Variation in citrate synthase activity of *T*. *castaneum* under normoxia and hypoxia-reperfusion. The citrate synthase activity of different groups was analyzed by one-way ANOVA. Results are shown as mean ± SE. Tukey’s multiple test was used for pairwise comparison of the difference between treatment for mean separation (*P* < 0.05).

Autophagy is an evolutionarily conserved process by which organelles and macromolecules are degraded [63]. Previous reports have indicated that several outer mitochondrial membrane proteins serve as mitophagic receptors in mammals, including BNIP3 (BCL2/adenovirus E1B 19 kDa protein-interacting protein 3), FUNDC1 (FUN14 domain-containing protein 1), and BNIP3-like (BNIP3L/NIX) protein [61]. In yeast, autophagy-related (Atg) protein 8 and its mammalian homologs induced autophagy [64]. According to our RNA-seq data, two genes involved in autophagy were upregulated under hypoxia in larvae. These genes were encoded by autophagy-related (Atg) protein 13 (TC001577) and BNIP3 (TC010884). 

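BNIP3 (TC010884; ChLGX, 7637534 to 7638341) rose from 343 to 584 FPKM, a log2 ratio of 0.77 (0.64 to 0.90). Atg13 (TC001577; ChLG3, 4621866 to 4626609), which helps to start the formation of autophagosomes, was at 147 FPKM in normoxia and 162 FPKM in hypoxia, a log2 ratio of 0.14 (-0.02 to 0.30), and the intervals overlap. The files give the rise of BNIP3 to a transcript with longer outer exons. It was assembled at 151 FPKM in normoxia and, with another start, at 442 FPKM in hypoxia, a log2 ratio of 1.55. The reference transcript of BNIP3 went from 192 to 142 FPKM, a log2 ratio of -0.44 by that transcript alone. Since the reference transcript lies within the assembled exons and has the same introns, which of them carries the rise cannot be told. For Atg13, 88.4 FPKM of the normoxia value come from an assembled fragment of 552 bases. With FPKM weighted by transcript length, an alternative chosen after the data were seen, its log2 ratio was 0.65.

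**Figure D3:**
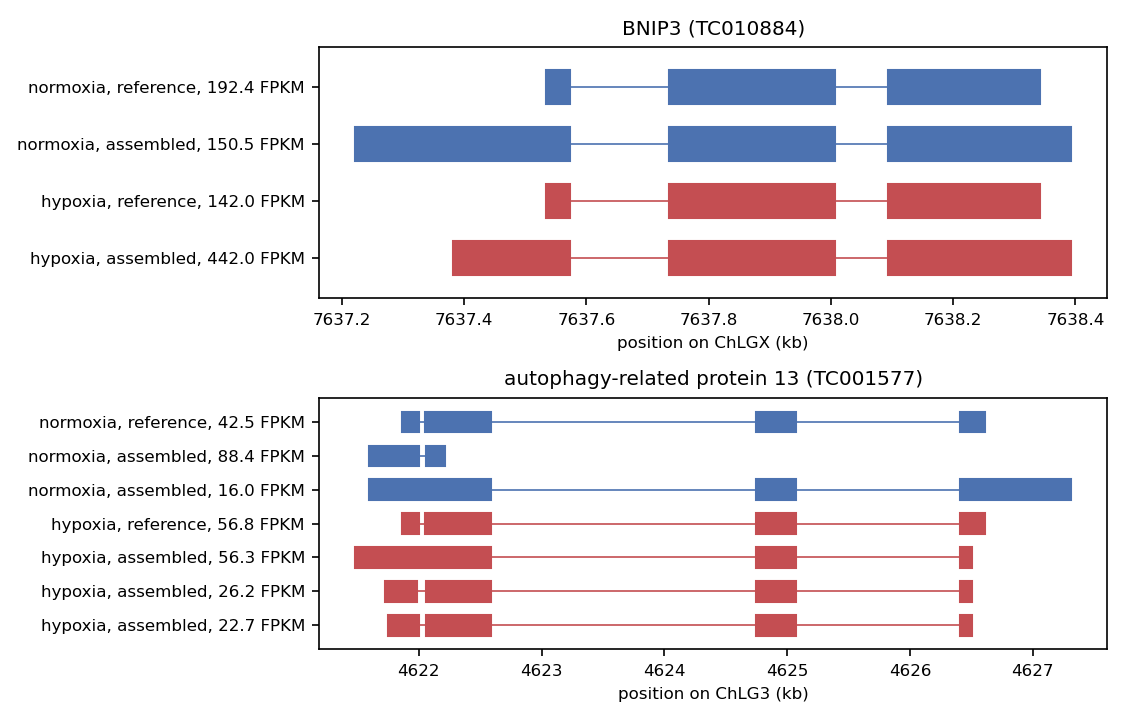
Transcripts of BNIP3 and autophagy-related protein 13 in the normoxia library (blue) and the hypoxia library (red), by position (x axis, kb). Boxes are exons, lines are introns, and each row gives the library, whether the transcript is of the reference or assembled, and its FPKM. The assembled BNIP3 transcript holds more FPKM in hypoxia than in normoxia, and the short assembled fragment of autophagy-related protein 13 appears in normoxia.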

BNIP3 is a mammalian mitophagic receptor that promotes apoptosis or programmed necrosis [65]. Under hypoxic conditions, the phosphorylation of BNIP3 at serine flanking the LC3-interacting region domain promotes BNIP3 binding to members of the LC3 protein family, ultimately enhancing mitophagy [66]. Emerging evidence indicates that mitophagy is a form of selective protection against low-oxygen damage to mitochondrial metabolism [67]. Future research might focus on hypoxia-induced mitochondrial autophagy and investigate the relationship between free radical and autophagy-related genes for insects under hypoxia.

### Antioxidants were increased to protect insects from reoxygenation-induced oxidative damage

Hypoxia-reperfusion alters the cellular redox state and triggers the release of ROS [68]. The electrons that drive the mitochondrial respiration chain are reduced under hypoxia in insects. When oxygen is reintroduced, an immediate reoxidation occurs that is always associated with an overproduction of oxygen free radicals [69]. The burst in oxyradical production can damage macromolecules, including membrane lipids and DNA [70, 71]. Recently, it was reported that increased ROS level activate tyrosine kinase, phosphorylate mitochondrial complex II submit FpSDH, and adjust the level of complex I to optimize NADH/FADH_2_ electron use in response to hypoxia/reoxygenation [72]. In mammals, overexpression of antioxidative enzymes and the use of exogenous antioxidants have beneficial effects for reducing oxyradical damage caused by reoxygenation or reperfusion [73, 74].

In this study, we determined antioxidant activity to assess the impact of reoxygenation to the larvae. We found an increase in the total antioxidant enzymes capacity after hypoxic larvae were exposed to normoxia. SOD, CAT, and GST activities increased at the beginning and were maintained at a high level, according to our results (Fig 6). In particular, CAT and GST were induced immediately in insects in response to hypoxia-reperfusion. This lasted more than 24 h to tolerate oxidative stress. SOD showed no change when hypoxic insects were exposed to normoxia at 0 h, although it increased at 6 h and lasted for 24 h. These results led us to predict that antioxidant enzymes were induced to defend against the high level of ROS caused by hypoxia-reperfusion. SOD converts superoxide radicals into H_2_O_2_ and molecular oxygen. CAT converts H_2_O_2_ into H_2_O, whereas GST functions as an antioxidant enzyme and removes lipid peroxidation or hydroperoxide products from cells [75, 76]. SOD represents the first line of defense against ROS in both mitochondria and cytosol. The increased CAT and GST activity after hypoxia-reperfusion correlated with the production of H_2_O_2_ resulting from SOD. These antioxidants were induced in response to hypoxia-reperfusion, which suggests that the larvae boosted their antioxidant systems to defend against the high level of ROS. In addition, the MDA concentration was used to quantify lipid hydroperoxide. The results showed that the MDA concentration was higher in the reoxygenated group than the control group on day 1 (Fig 6), although it returned to normal after 5 d. These results indicate that the high level of lipid peroxidation after reoxygenation and the oxidative damage in insects can be repaired within 5 d. Hypoxia-reperfusion can cause severe damage, and the larvae in this study had very efficient antioxidants, including SOD, CAT, and GST, to defend against the oxidative stress that must occur with the reintroduction of oxygen.

**Fig 6:**
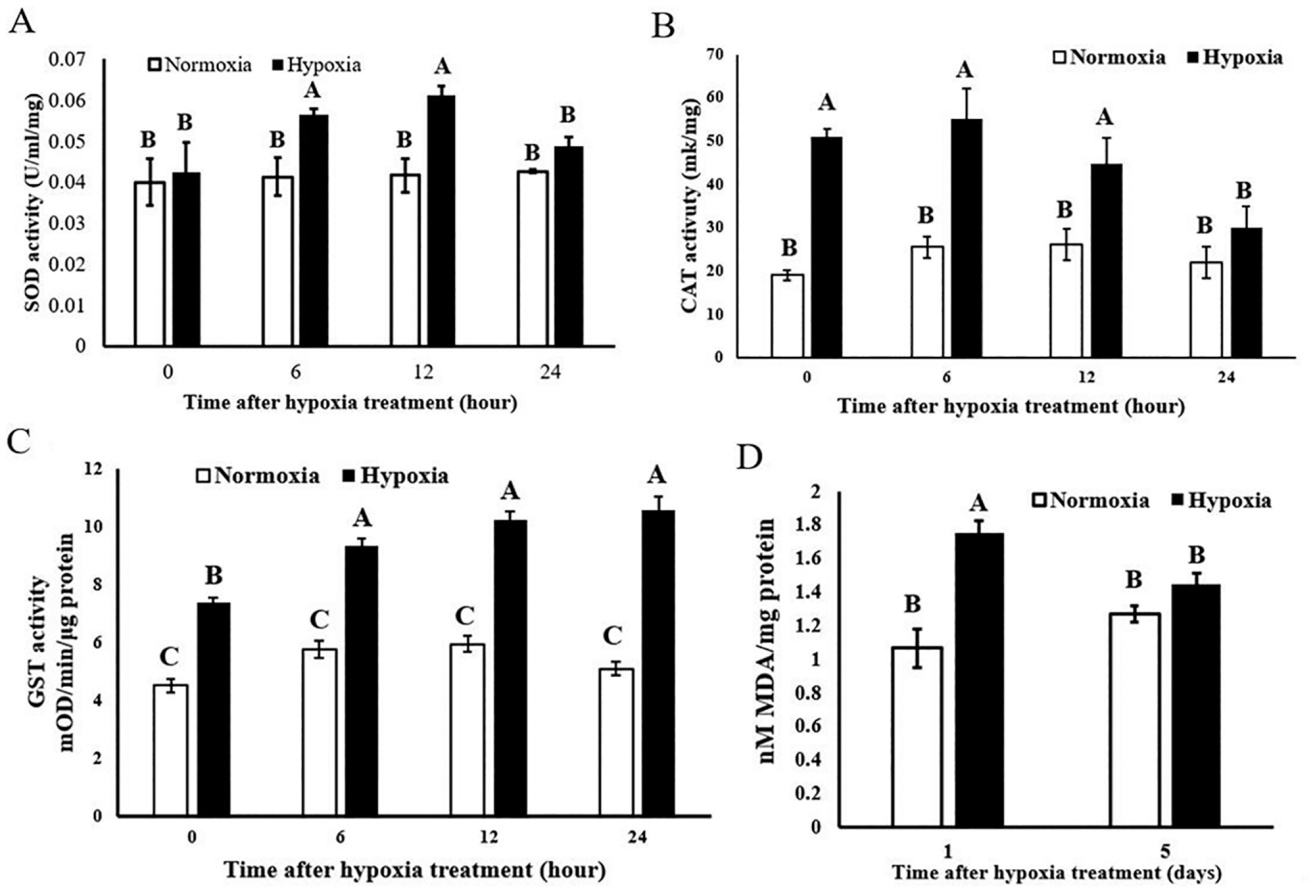
The activity of (A) SOD, (B) CAT, (C) GST and (D) MDA concentration of *T*. *castaneum* under normoxia and hypoxia-reperfusion. The bars represent means ± SE of three replicates. One-way ANOVA followed by Tukey’s range test was used for pairwise comparison of the difference between groups for mean separation (*P* < 0.05).

Emerging evidences indicated that insects under hypoxia might have prepared antioxidant defenses for dealing with subsequent reoxygenation. ROS increase temporarily at an early phase of hypoxia, which are the signaling molecules that involved in the preparation for subsequent oxidative stress, i.e. reperfusion [77]. This is so called “preparation for oxidative stress” effect of hypoxia stress [78]. ROS are over-produced under hypoxia and induce some changes leading to hypoxic biochemical responses, which might occur by activation of specific transcription factors (i.e. Nrf2, NF-κB, FoxO) and post translation regulation mechanisms. Both of them are prepared enhanced antioxidant defenses for subsequent reperfusion. Besides, the hormetic effect might partly explain the enhanced antioxidant enzymes under hypoxia-reperfusion. In the term of “hormesis” process, organisms that are exposed to sub-lethal stresses can induce enhanced physiological changes in later life, such as higher stress resistance and greater lifespan [79, 80]. The stress hardening, i.e. exposure a brief hypoxia to larvae would lead to enhanced resistance to more severe applications of oxidative resistance in our study.

## Conclusions

Oxygen is essential to aerobic life, and hypoxia can have severe consequences for organisms. Insects have evolved resistance mechanisms to deal with low oxygen. Next-generation sequencing allowed us to investigate these responses at the genetic level. Here we presented the hypoxia transcriptome profiles of *T*. *castaneum* larvae and identified key genes involved in several signal transduction pathways. We used qRT-PCR to measure the transcriptional activities of genes involved in glycolysis and the Krebs cycle. Our results showed that the beetles could shift to anaerobic metabolism in response to hypoxia. The results also showed that hypoxia suppressed citrate synthase and might have led to mitochondrial autophagy in insects, yet the larvae recovered from hypoxic stress within a short time. Hypoxia-reperfusion induced high oxidative stress in insects, and the activities of antioxidative enzymes such as SOD, CAT, and GST increased to tolerate oxidative stress. Together our findings promote a better understanding of how low oxygen affects signal transduction in insects. In addition, our research makes it possible to develop more efficient strategies to control storage insects. To achieve high confidence of pest control, other environment factors that may affect modified atmosphere efficacy, such as temperature, humidity, irradiation should be taken into consideration.

## Supporting information

S1 Fig The “volcano plot” picture of differentially expressed genes.

S2 Fig The KEGG pathway analysis of genes involves in the hypoxia responses.

S1 Table Summary of the RNA-seq raw data in *Tribolium castaneum*.

S2 Table Differentially expressed genes indicated by the FPKM statistical analysis.

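S2 Table gives for each of its 333 genes a log2 fold change of hypoxia over normoxia, a p value, an FDR and an annotation. It holds 179 genes with a rise and 154 with a fall, and 49 of the annotations name a protein. All 333 genes are in the files, and 321 of them (96.4%) had the sign of S2 Table when genes under the filter were kept. Across the 319 genes above the filter, the log2 ratio and the value of S2 Table had a Pearson correlation of 0.82 and a Spearman correlation of 0.94. Across the 310 genes above 0 in both libraries, a choice made after the data were seen, these were 0.97 and 0.96. Genes are not independent replicates, and these were chosen on the same libraries. Listed at 0 in both libraries were 8 of the genes, and another 9 were above the filter and at 0 in 1 library. In 309 rows the value in the FDR column is smaller than the p value, which an FDR adjusted from that p value cannot be, and neither column was used.

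**Figure D4:**
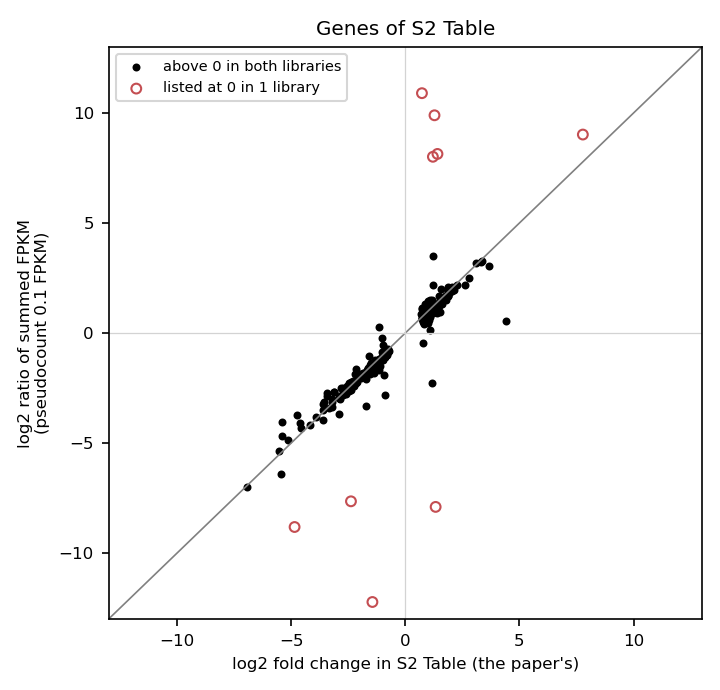
Log2 ratio of summed FPKM (y axis) against the log2 fold change of S2 Table (x axis) for the 319 genes above the filter. Open red circles are the 9 genes listed at 0 in 1 library, black points the other 310 genes, and the line marks equal values. Most open circles lie far from the line.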

# Supplementary material for: Inhibition of mitochondrial respiration under hypoxia and increased antioxidant activity after reoxygenation of Tribolium castaneum
**Source:** PLoS One. 2018 Jun 14;13(6):e0199056. doi: 10.1371/journal.pone.0199056
**Supplement:** S1 Fig

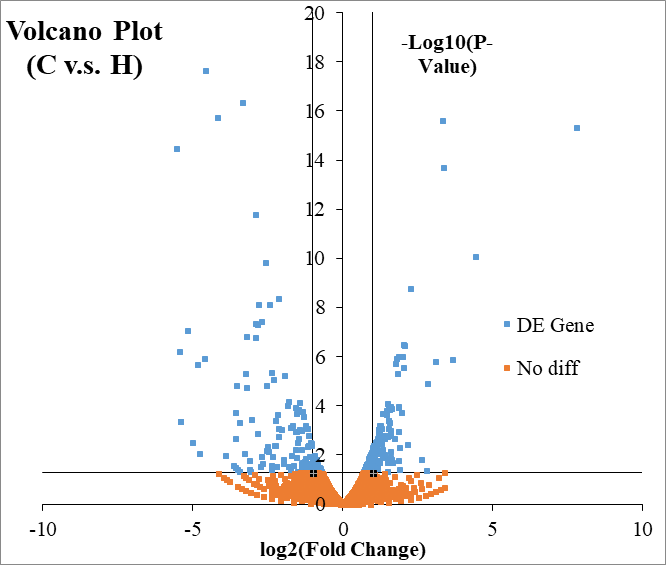

S1 Fig. The “volcano plot” picture of differentially expressed genes from two groups. TC1, the control group; TC2, the hypoxia treated group.

# Supplementary material for: Inhibition of mitochondrial respiration under hypoxia and increased antioxidant activity after reoxygenation of Tribolium castaneum
**Source:** PLoS One. 2018 Jun 14;13(6):e0199056. doi: 10.1371/journal.pone.0199056
**Supplement:** S1 Table

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| **S1 Table. Summary of the RNA-Seq raw data in *Tribolium castaneum*** | | | |  |
|  |  |  |  |  |
| Sample | Raw Reads | Clean Reads | Useful Reads % | GC % |
| Control | 17,307,627 | 12,524,554 | 72.36% | 48.09% |
| Hypoxia/hypercapnia | 19,866,284 | 14,193,339 | 71.44% | 50.74% |
|  |  |  |  |  |
|  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

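RNA of *T*. *castaneum* larvae was measured in 1 library after 12 h of hypoxia/hypercapnia (2% O_2_, 18% CO_2_ and 80% N_2_ supplied) and 1 library after 12 h of normoxia. Which library is which comes from the legend of S1 Fig, since the sample labels give the same text for both. The authors trimmed the reads at Q20, mapped them to the genome of BeetleBase and deposited for each library a Cufflinks assembly guided by reference transcripts, with the FPKM of every transcript, a confidence interval and an estimated coverage. The aligner, the version of Cufflinks, the genome build and the annotation release are not given in the sources used here, and positions are those of the files. The paper's methods also name a Trinity assembly, and DEseq on read counts for the differential expression. Neither step can be repeated from the FPKM values.

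The values of the files were summed per gene. Of 7674 assembled transcripts in normoxia and 7423 in hypoxia, 6986 and 6730 share exonic bases with a reference gene on their strand and were given to the gene with the most shared bases. The remaining 688 and 693 hold 3.75% and 4.09% of the sum of FPKM and entered no gene. Half-widths of the intervals were combined as the root of their summed squares and taken as 2 standard errors. The log2 ratio used a pseudocount of 0.1 FPKM, which understates the change of low genes, and genes with a mean under 1 FPKM were left out. FPKM as deposited were not rescaled. Centring on the median or on the 30% trimmed mean moves every log2 ratio by 0.10 or 0.11, upwards.

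The S1 Table of the paper gives 17307627 and 19866284 raw reads and 12524554 and 14193339 useful reads for normoxia and hypoxia, with a GC content of 48.1% and 50.7%. The FPKM and coverage in the files carry no whole reads, so no count model was used. An FPKM of exactly 0 can be a failed estimate, so a gene whose summed FPKM is 0 is said to be listed at 0. A log2 ratio by the reference transcript alone may be taken against a listed 0, and its size is then set by the pseudocount.

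The rule for named genes, the alternatives and the comparisons were written before the data were examined, except those said to be chosen after the data were seen. The values of Table 2 and S2 Table had been read by then. Named were every gene to which the paper gives an identifier, and the 10 genes with the largest rise and the 10 with the largest fall among genes with a mean of at least 5 FPKM, separate intervals and a name in S2 Table. Uncharacterized proteins and bare transcript identifiers in S2 Table counted as no name. Gene names come from the paper and from the annotations of S2 Table. The reference gene table at hand (assembly icTriCast1.1) pairs none of the TC identifiers with a name by its identifiers and synonyms, so the 25 pathway lists that depend on gene descriptions, and the matching of the primers of Table 1, were not run. Alternatives were pseudocounts of 0.01 and 1 FPKM, no filter or a mean of at least 5 FPKM, centring on the median or the 30% trimmed mean, rescaling to the same sum of FPKM with or without the 10 highest genes, the transcript with the highest mean FPKM as the gene value, a fold threshold of 2, and a log2 ratio beyond 2 combined standard errors. Only transcripts listed in both libraries have such a mean. Reference transcripts were paired by identifier, and assembled transcripts of a gene by identical introns or, with a single exon, by overlap, a pairing chosen after the data were seen, and for 1702 of the 9731 genes above the filter the transcript used is assembled. Chosen after the data were seen were also the reference transcript alone, FPKM weighted by transcript length, leaving out genes listed at 0 in either library, leaving out genes with a joining transcript, and applying the alternatives of the 1.5-fold counts to the counts with separate intervals.

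The assignment of transcripts was tested on a made-up annotation. The calls were tested on simulated data, with 9175 genes drawn from the normoxia values and the interval widths of both libraries. These were genes at 1 FPKM or more in normoxia and above 0 in hypoxia. Of 100 genes changed 2-fold, 84 were called in the true direction, of 100 changed 4-fold, 91 were, and of 8975 unchanged genes 44 were called. The simulation holds counting and assignment error only, as the interval widths state it. The same widths decide the call, so a low share of false calls was built in. Differing assemblies and genes listed at 0 were not simulated. Of the real calls, 184 higher and 288 lower ones were on a listed 0, and the simulation does not describe them. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.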

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

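The tests of explanations in this part were all chosen after the results they concern were seen.

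Outside the genes of S2 Table, 198 genes were higher and 499 lower under hypoxia, counting genes above 0 in both libraries that are called by summed FPKM and also change 1.5-fold when FPKM is weighted by transcript length. The paper gives none of these genes by identifier, and the sources used here give them no names. Genes that it measured by qRT-PCR under a name alone may be among them, since the primers were not matched. The largest ratios among those with a mean of at least 5 FPKM were those of TC009952 (0.584 to 24.8 FPKM), with a log2 ratio of 5.19 (1.63 to 8.74), and TC011761 (4.09 to 68.8 FPKM), with one of 4.04 (2.74 to 5.34), among the rises. Among the falls they were those of TC009480 (7228 to 41.5 FPKM), with one of -7.44 (-7.81 to -7.08), and TC013924 (295 to 3.36 FPKM), with one of -6.42 (-6.79 to -6.05). S2 Table, drawn from the same libraries, lists changes down to a log2 value of 0.70 in size but none of these genes. Its p and FDR limits could leave a gene out, but ratios this large may also be misplaced estimates, which was not tested. TC009952 overlaps a gene on the other strand, and TC013924 received a transcript that joins it to a neighbour, so reads of these genes may not be their own, and weighted by transcript length, as chosen after the data were seen, the ratios in the order given were 4.89, 2.88, -7.33 and -7.18. Of 131 spliced transcripts outside the reference genes that have the same introns in both libraries, 12 were higher and 17 lower under hypoxia. The paper lists none of these spliced transcripts.

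More genes were lower than higher under hypoxia. Among genes above 0 in both libraries, 62.7% of the 1.5-fold changes were falls, or 51.3% after centring on the median, which itself evens out rises and falls and so decides nothing on the cause, and among those with no assembled transcript in either library 65.7% were, which argues against assembled transcripts as the whole cause. A candidate explanation that the values fit in part is an effect of weak expression. Falls were 41.9% of the calls at a mean of 100 FPKM or more. There were 157 falls and 45 rises at a mean of 1 to 5 FPKM, 315 and 120 at 5 to 20 FPKM, and 300 and 228 at 20 to 100 FPKM. At a mean of at least 5 FPKM, with genes listed at 0 kept, 59.7% of the calls were falls. This argues against genes under 5 FPKM as the whole cause. The values argue against a shift of the scale that is the same at all levels as the whole cause, since the median log2 ratio was -0.23 at 1 to 5 FPKM, -0.15 at 5 to 20, -0.06 at 20 to 100 and -0.0012 at 100 FPKM or more, a difference of 0.22 (95% bootstrap interval 0.18 to 0.27) between the ends, while such a shift as part of the cause and a shift that depends on the level stay open. A response of the larvae to low oxygen, to high CO_2_ or to both also stays open as untested, with 1 library per condition. The GC content of the genes was not examined for want of a genome sequence.

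Listed at 0 in normoxia and at 5 FPKM or more in hypoxia were 162 genes, and the reverse held for 282. S2 Table lists 9 of these 444 genes, and for 7 of them the paper's log2 value is under 0.5 times the ratio that a 0 gives here, so a failed or misplaced estimate is a candidate explanation for these. Reads given to an overlapping transcript do not account for all of the zeros, as 68.2% of the 444 genes have no transcript above 0 over their exons in the library where they are at 0. A gene silent in 1 condition stays open as untested for the genes outside S2 Table.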

How the results depend on the processing

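The counts depend on the filter, the fold and the gene value. Without a filter 1694 genes were at least 1.5-fold higher, and with a mean of at least 5 FPKM 1102 were lower, as more or fewer genes enter. At a threshold of 2-fold, 586 were higher and 964 lower, and with separate intervals 438 and 718, as fewer genes pass. By the transcript with the highest mean FPKM 1209 genes, and by the reference transcript alone 1222, were higher with separate intervals, comparisons added after the data were seen, and the cause was not tested. The other alternatives gave counts within 1.5 times those reported. Falls made up 62.6% of the 1.5-fold changes, and 53.2% to 62.5% under the pseudocounts, filters, scalings and gene value set before the data were seen. The share of S2 Table genes with the paper's sign was 94.7% by the transcript with the highest mean FPKM, and, as chosen after the data were seen, 92.8% by the reference transcript alone and 99.7% with FPKM weighted by transcript length, and the cause was not tested. Of the genes that the paper names, 26 had its sign, and 24 to 27 did under the alternatives, both ends under ones chosen after the data were seen. By the transcript with the highest mean FPKM, Hsp70 (TC010172) turned to a log2 ratio of -0.11, and by the reference transcript alone BNIP3 (TC010884) turned to -0.44 and growth arrest-specific 1 (TC009285) to -6.27, against a listed 0, since each setting leaves out transcripts that hold FPKM of the gene. Over 49 genes named by the rule and all alternatives, 577 values moved by at most 2 standard errors, 51 by more, and these 3 of called genes changed sign. No filter, a mean of at least 5 FPKM, and leaving out genes listed at 0 or joined cannot move a ratio. They hold 49, 47, 48 and 46 of the 577. By the transcript with the highest mean FPKM, 31 values stayed within 2 standard errors and 17 moved by more. By the reference transcript alone, 31 stayed and 16 moved by more. Beta-1,3-galactosyltransferase (TC008954), not called, turned from 0.29 to -9.42 by either transcript setting, against a listed 0, and to -1.18 weighted by transcript length. The gene lists and the primer matches were not run, for want of gene names and a genome. No paired analysis was possible because each condition has 1 library. Depth limits the weakly expressed genes, for which the intervals are wide.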

Differences from the paper's values

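Of the 18 signed fold changes in Table 2, 7 differ from the values here in sign or by more than 2 standard errors of the log2 ratio. Glycerol-3-phosphate dehydrogenase (TC014609) is 2.32 in Table 2 of the paper and -1.82 here, and aconitate hydratase (TC010417) is -1.67 in Table 2 of the paper and 1.55 here. Both keep the sign found here under every alternative set before the data were examined. S2 Table of the paper gives log2 values of -0.78 and 0.74 for these genes, and the log2 ratios here are -0.86 and 0.63, which differ from those by less than 2 standard errors. By qRT-PCR, the paper reports glycerol-3-phosphate dehydrogenase as upregulated and the Krebs cycle enzymes, aconitate hydratase among those measured, as downregulated. Those measurements were not analysed here, so which direction holds in the larvae stays open. Pyruvate kinase (TC006543) is -1.95 in Table 2 of the paper and -13.4 here. With a pseudocount of 1 FPKM it is -3.05, within the error, and no other alternative set before the data were examined comes within it, while a mean of at least 5 FPKM leaves the gene out. S2 Table of the paper gives it a log2 value of -4.76, and the log2 ratio here, -3.74, is within the error of that.

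Hexokinase (TC000319) is 1.86 in the paper and 1.74 here, and enolase (TC011730) is 1.93 in the paper and 1.69 here. Both come within the error under centring on the median or on the 30% trimmed mean and under rescaling to the same sum of FPKM, with or without the 10 highest genes, and not under the other alternatives. The centrings, and the rescaling with the 10 highest genes, take the glucose transporter (TC013486) out of the error. Centred on the median it is 2.69, against 2.40 in the paper. Autophagy-related protein 13 (TC001577) is 2.11 in the paper and 1.102 here, and MAP kinase (TC010495) is 2.02 in the paper and 1.53 here. MAP kinase comes within the error by the transcript with the highest mean FPKM, at 1.96, with a pairing of assembled transcripts chosen after seeing the values, and not under the other alternatives set before the data were examined, and autophagy-related protein 13 comes within it under none of them. With FPKM weighted by transcript length, chosen after seeing the values, the log2 ratios of these genes are 0.65 and 0.72, which is over 1.5-fold for both.

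Against the log2 values of S2 Table, tyrosine 3-monooxygenase (TC002496) is 1.19 in the paper and 1.07 here, and alpha-amylase TC000937 is -1.19 in the paper and -1.28 here. Both come within the error under the same centrings and rescalings, TC000937 also with a pseudocount of 1 FPKM, and not under the other alternatives set before the data were examined. The same centrings and rescalings take alpha-amylase TC000938 out of the error. Centred on the median it is -1.13, against -1.31 in the paper. FPKM weighted by transcript length, chosen after seeing the values, also brings TC002496 within the error, at 1.08, and drops 5 of the S2 Table genes that are called in the paper's direction here. Beta-1,3-galactosyltransferase (TC008954) is -1.14 in the paper and 0.29 here. No alternative set before the data were examined comes within the error, and the transcript with the highest mean FPKM gives -9.42. FPKM weighted by transcript length gives -1.18, an alternative chosen after seeing the values, which drops the same 5 genes and calls 10 others.

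The paper counts 179 upregulated and 154 downregulated genes, and here 734 genes were higher and 1173 lower by 1.5-fold with separate intervals. The thresholds differ, since the p and FDR limits that the paper also sets were not applied here, and under no alternative is either count within 1.5 times the paper's.

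Of the 11 genes of carbohydrate metabolism that the text gives as reduced more than 2-fold, 9 were lower here. The chitinase TC009176 was lower by 1.77-fold, TC000936 is listed at 0 in both libraries, and beta-1,3-galactosyltransferase was not lower. The text states that glycerol-3-phosphate dehydrogenase was upregulated in the RNA-seq, and here it was lower.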

Other observations

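The values that follow are of other genes with a name in S2 Table. They were chosen after their values were seen, from a list that the paper chose on these libraries. Phosphoserine aminotransferase (TC000542), an enzyme of serine synthesis, rose from 2642 to 5167 FPKM under hypoxia, a log2 ratio of 0.97 (0.90 to 1.04). Ribose-phosphate pyrophosphokinase (TC002990), which makes a precursor of nucleotides, rose from 2051 to 3542 FPKM, a log2 ratio of 0.79 (0.70 to 0.88). Amidophosphoribosyltransferase (TC016203), which uses this precursor in purine synthesis, was at 347 FPKM in normoxia and 515 FPKM in hypoxia, a log2 ratio of 0.57, under 1.5-fold, and its reference transcript is listed at 0 in both libraries. A branched-chain amino acid aminotransferase (TC000403) had a log2 ratio of 0.95 (0.86 to 1.04). A gene annotated as citrate synthase (TC014588) fell from 5.50 to 1.48 FPKM, a log2 ratio of -1.82 (-2.72 to -0.92), or -3.19 by its reference transcript alone. A gene annotated as chemosensory protein 10 and 7 (TC008682) rose from 2574 to 5912 FPKM, a log2 ratio of 1.20 (1.15 to 1.25). Of the 5 cathepsins, 2 were higher and 3 lower, and the neighbouring cathepsin B genes TC002953 and TC002952 had log2 ratios of 0.71 and -1.14. The antidiuretic peptide gene TC009957, which follows the ADFb like gene on ChLG7, had a log2 ratio of 1.30 (1.03 to 1.56), and 0.42 by its reference transcript alone.

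Both tests that follow were chosen after the pattern was seen. Among 8404 genes with a TC identifier that are placed on a chromosome, above the filter and above 0 in both libraries, 64 pairs adjacent in this set were higher together, against a mean of 30.4 and a highest value of 50 over 10000 shuffles of the calls, and 89 were lower together against a mean of 80.6. Among those of them with no assembled transcript, 11 pairs were higher together and 99.9% of the shuffles had fewer, and 29 were lower together against a mean of 17.7, which argues against joined transcripts as the whole cause. For pairs on opposite strands, 23 were higher together and 95.1% of the shuffles had fewer, between the outcomes that would have decided it, so reads shared between neighbouring copies on a strand cannot be told apart from a common response to hypoxia, which was not tested.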
